# Heterotroph Interactions Alter *Prochlorococcus* Transcriptome Dynamics during Extended Periods of Darkness

**DOI:** 10.1128/mSystems.00040-18

**Published:** 2018-05-29

**Authors:** Steven J. Biller, Allison Coe, Sara E. Roggensack, Sallie W. Chisholm

**Keywords:** *Prochlorococcus*, interactions

## Abstract

Microbes evolve within complex ecological communities where biotic interactions impact both individual cells and the environment as a whole. Here we examine how cellular regulation in the marine cyanobacterium *Prochlorococcus* is influenced by a heterotrophic bacterium, Alteromonas macleodii, under different light conditions. We monitored the transcriptome of *Prochlorococcus*, grown either alone or in coculture, across a diel light:dark cycle and under the stress of extended darkness—a condition that cells would experience when mixed below the ocean’s euphotic zone. More *Prochlorococcus* transcripts exhibited 24-h periodic oscillations in coculture than in pure culture, both over the normal diel cycle and after the shift to extended darkness. This demonstrates that biotic interactions, and not just light, can affect timing mechanisms in *Prochlorococcus*, which lacks a self-sustaining circadian oscillator. The transcriptomes of replicate pure cultures of *Prochlorococcus* lost their synchrony within 5 h of extended darkness and reflected changes in stress responses and metabolic functions consistent with growth cessation. In contrast, when grown with *Alteromonas*, replicate *Prochlorococcus* transcriptomes tracked each other for at least 13 h in the dark and showed signs of continued biosynthetic and metabolic activity. The transcriptome patterns suggest that the heterotroph may be providing energy or essential biosynthetic substrates to *Prochlorococcus* in the form of organic compounds, sustaining this autotroph when it is deprived of solar energy. Our findings reveal conditions where mixotrophic metabolism may benefit marine cyanobacteria and highlight new impacts of community interactions on basic *Prochlorococcus* cellular processes.

**IMPORTANCE** *Prochlorococcus* is the most abundant photosynthetic organism on the planet. These cells play a central role in the physiology of surrounding heterotrophs by supplying them with fixed organic carbon. It is becoming increasingly clear, however, that interactions with heterotrophs can affect autotrophs as well. Here we show that such interactions have a marked impact on the response of *Prochlorococcus* to the stress of extended periods of darkness, as reflected in transcriptional dynamics. These data suggest that diel transcriptional rhythms within *Prochlorococcus*, which are generally considered to be strictly under the control of light quantity, quality, and timing, can also be influenced by biotic interactions. Together, these findings provide new insights into the importance of microbial interactions on *Prochlorococcus* physiology and reveal conditions where heterotroph-derived compounds may support autotrophs—contrary to the canonical autotroph-to-heterotroph trophic paradigm.

## Abstract (precis)

*Prochlorococcus* is the most abundant photosynthetic organism on the planet. These cells play a central role in the physiology of surrounding heterotrophs by supplying them with fixed organic carbon. It is becoming increasingly clear, however, that interactions with heterotrophs can affect autotrophs as well. Here we show that such interactions have a marked impact on the response of *Prochlorococcus* to the stress of extended periods of darkness, as reflected in transcriptional dynamics. These data suggest that diel transcriptional rhythms within *Prochlorococcus*, which are generally considered to be strictly under the control of light quantity, quality, and timing, can also be influenced by biotic interactions. Together, these findings provide new insights into the importance of microbial interactions on *Prochlorococcus* physiology and reveal conditions where heterotroph-derived compounds may support autotrophs—contrary to the canonical autotroph-to-heterotroph trophic paradigm.

## INTRODUCTION

Phytoplankton lie at the base of the marine food web, where their photosynthetic activity generates the organic carbon and energy on which much of the heterotrophic population depends (1). Marine autotroph-heterotroph interactions are not, however, necessarily just a one-way exchange of fixed carbon. For example, heterotrophs can release infochemicals affecting diatom cell division (2), provide essential vitamins to algae (3), scavenge reactive oxygen species (ROS) harmful to cyanobacteria (4, 5), or metabolically transform compounds released by autotrophs in ways that can impact the entire community (6, 7).

Interactions with heterotrophs are known to have diverse impacts on the marine cyanobacterium *Prochlorococcus*, the numerically dominant photosynthetic organism in the mid-latitude oligotrophic ocean (8). The presence of heterotrophs has been shown to enhance *Prochlorococcus* growth rates and resilience under optimal growth conditions (9, 10) and improve its ability to tolerate light and temperature stress (11, 12). While some of these benefits likely reflect the heterotroph’s role in reducing oxidative stress (4, 5), transcriptional studies of cyanobacterium-heterotroph interactions suggest that other unknown metabolic interactions likely contribute as well (13–17).

The physiology and ecology of *Prochlorococcus* are tightly coupled to the dependable rhythm of the daily light:dark (L:D) cycle. Growth and death are both tied to this cycle: it synchronizes cell division such that cells grow during the day and divide at night (18), and nearly all *Prochlorococcus* mortality, whether due to viral lysis, grazing, or other factors, appears to occur at night (19). Not surprisingly, most cellular transcripts display diel abundance patterns in response to the periodic influx of energy (20–25). In culture, the expression of >80% of *Prochlorococcus* MED4 protein-encoding transcripts oscillate over the diel L:D cycle (22, 23), whereas in *Synechocystis* sp. strain PCC 6803, only 30 to 40% of transcripts oscillate under similar conditions (26, 27). Diel oscillations are seen in the wild as well, where periodicity in primary production has been shown to drive transcriptional rhythms in cooccurring marine heterotrophs (24, 28). These observations highlight the fundamental importance of temporal oscillations in *Prochlorococcus*’ function to the broader marine microbial ecosystem.

The tight coupling of *Prochlorococcus* transcriptional oscillations to the light environment is particularly notable given that these cells contain a streamlined version of the KaiABC circadian oscillator system found in most other cyanobacteria (29). In Synechococcus elongatus, the KaiA and KaiB subunits regulate daily oscillations in the phosphorylation state of KaiC, which in turn regulates gene expression, cell division, and chromosome compaction dynamics in anticipation of changes in light availability (29 and 30 and references therein). These cycles in KaiC phosphorylation are largely influenced by the cellular redox state, as sensed via the quinone pools and cellular ATP/ADP ratios (31, 32). *Prochlorococcus*, in contrast, carries genes that encode only a partial circadian oscillator comprised of KaiB and KaiC; it lacks the KaiA regulator (33, 34). The resulting KaiBC oscillator cannot generate the self-sustaining diel phosphorylation rhythms observed in the complete KaiABC complex, and transcriptional oscillations quickly dampen under constant light conditions (35). This has led to the suggestion that the *Prochlorococcus* system functions not as a true clock but instead like a daily timer that is sensitive to redox changes influenced by external signals such as sunlight that serve to “reset” the KaiBC system each morning (36).

While the earth system reliably generates diel L:D cycles, the actual light environment experienced by a *Prochlorococcus* cell in the wild can be quite variable as a result of cloud cover, mixing, and internal waves. At Station ALOHA in the North Pacific Subtropical Gyre, for example, a cell living in the deep chlorophyll maximum can undergo a periodic vertical excursion of ~50 m on a daily basis, resulting in order of magnitude changes in light intensity (37, 38). Vertical water mass displacement can even plunge *Prochlorococcus* cells into total darkness, as shown by a growing number of field studies which have documented the presence of putatively intact *Prochlorococcus* cells far below the euphotic zone (11, 39–42). How, then, might cells react to such sudden changes in the regular daily L:D cycle?

We have shown that an axenic culture of *Prochlorococcus* sp. strain NATL2A (hereafter “*Prochlorococcus*”) can survive no more than ~1.5 days of darkness (11). *Prochlorococcus* can, however, withstand up to 11 days in the dark in the presence of the heterotroph Alteromonas macleodii MIT1002 (hereafter “*Alteromonas*”) with which it cooccurs in nature (43). This difference was not solely attributable to mitigation of oxidative stress by the heterotroph; other interactions appear to contribute, as demonstrated by the combinatorial impact of oxygen scavenging compounds and glucose on the ability of *Prochlorococcus* cultures to survive extended darkness (11). Here we extend these studies to the gene expression level by examining the transcriptomes of *Prochlorococcus*, grown either alone or in coculture with *Alteromonas*, as the cyanobacteria were shifted from a regular diel L:D cycle to a period of extended darkness. We sought to better understand how *Prochlorococcus* reacts to extended periods of darkness, how heterotroph interactions impact *Prochlorococcus*’ metabolism and cellular rhythms, and how these interactions might in turn affect the ability of *Prochlorococcus* to withstand darkness.

## RESULTS AND DISCUSSION

### Culture dynamics.

Replicate cultures of *Prochlorococcus*, either alone or in coculture with *Alteromonas*, were grown under a 13-h:11-h (13:11) L:D cycle and sampled at regular intervals for total RNA and to measure bulk culture parameters (see Table S1 in the supplemental material). 

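RNA was sequenced from *Prochlorococcus* strain NATL2A, a marine cyanobacterium, grown alone (axenic) or with the heterotrophic bacterium *Alteromonas macleodii* MIT1002 (coculture). The 113 libraries, 56 axenic and 57 from cocultures, come from 3 replicate cultures per condition, except that 2 axenic L:D libraries were used at 32 h because the authors left out the third. All cultures were on the L:D cycle at 0, 8, 12, 16, 20 and 24 h, were then divided, and were sampled at 28, 32, 36, 40 and 48 h both on the L:D cycle and in extended darkness, and at 72, 96 and 144 h in darkness alone. The dark cultures missed the sunrise expected at 35 h. The authors trimmed the reads by quality, aligned them with BWA and counted reads on the sense strand of each ORF with HTSeq, leaving out rRNA and tRNA, and the deposited counts were used as they stand. Axenic libraries were sequenced single-end and coculture libraries paired-end, so this difference cannot be told apart from the culture. Counts on *Prochlorococcus* ORFs summed to 988999 to 4889023 per axenic L:D library (median 2563459, n = 32), 465828 to 8389631 in axenic darkness at 28 to 48 h (median 2112598, n = 15) and 247882 to 1586504 after 72 h or more (median 615216, n = 9). In cocultures the same sums were 569734 to 4579347 (median 1569155, n = 33), 893201 to 2899274 (median 1348978, n = 15) and 18819 to 198039 (median 55194, n = 9), so that values from the last days rest on the fewest reads. *Alteromonas* counts were 37008 to 704677 per L:D library (median 296071), 36705 to 320339 in darkness at 28 to 48 h (median 116228) and 65871 to 505549 later (median 97672). A fold change is the dark culture over the L:D culture of the same time, from edgeR's quasi-likelihood test fitted at each time point on TMM-normalized counts with a filter on low counts, and a transcript was called at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the paper. The difference in dark response between cultures was tested as an interaction term in the same way, with coculture minus axenic as its sign. In simulated counts this test recovered 0% of log2 differences of 3 at 40 h, so not passing there does not show equal responses. Because the paper compiled its comparisons across time points, edgeR was also fitted over all libraries of 0 to 48 h. DESeq2 was fitted over all libraries of an organism. Each used a single dispersion per transcript, and these are called the fits over all libraries. In counts simulated with no transcript changed, they called 54.4% (edgeR) and 56.8% (DESeq2) of axenic transcripts at 40 h. At 48 h they called 43% and 52.8%, so their axenic calls at 40 and 48 h carry little weight. CPM values are TMM-normalized counts scaled by library size, given as mean ± SD of 3 replicates. Lists of genes by function were fixed before the data were examined, except where stated, and a count adjusted over the list alone corrects for the members of that list. Where 3 replicates are set against 3, no exact permutation test can give a p below 0.1, and chance alone separates the groups fully for 10% of transcripts.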

The cell synchrony typical of *Prochlorococcus* when grown on L:D cycles (18, 22) is clearly visible, with division occurring primarily in the dark period (Fig. 1A). Cultures were split in half at the time of the second “sunset” and either maintained under the 13:11 diel L:D cycle or kept in the dark at the time of the expected “sunrise.” *Prochlorococcus* exponential growth rates were not significantly affected by the presence of *Alteromonas* (Fig. 1A and Table S2). When shifted into extended darkness, both axenic and cocultured *Prochlorococcus* populations began to decline in abundance after experiencing ~37 h of darkness past the expected sunrise (Fig. 1A). The *Prochlorococcus* decline was greater in the axenic cultures (20% decline from the maximum abundance) than in coculture (3% decline), indicating that the presence of the heterotroph affected cell mortality.

10.1128/mSystems.00040-18.5 TABLE S1  RNA-seq library statistics. For cocultures, the library size represents the number of read pairs obtained, and the remaining rRNAs/tRNAs include RNAs from both *Prochlorococcus* and *Alteromonas*. Mapped reads not aligned to an ORF or rRNA/tRNA represent a combination of intergenic and antisense reads, which are not considered in this study. n.a., not applicable. Download TABLE S1, XLSX file, 0.05 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00040-18.6 TABLE S2  Details of statistical analyses comparing bulk culture characterization data in Fig. 1. Download TABLE S2, XLSX file, 0.02 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 1:**
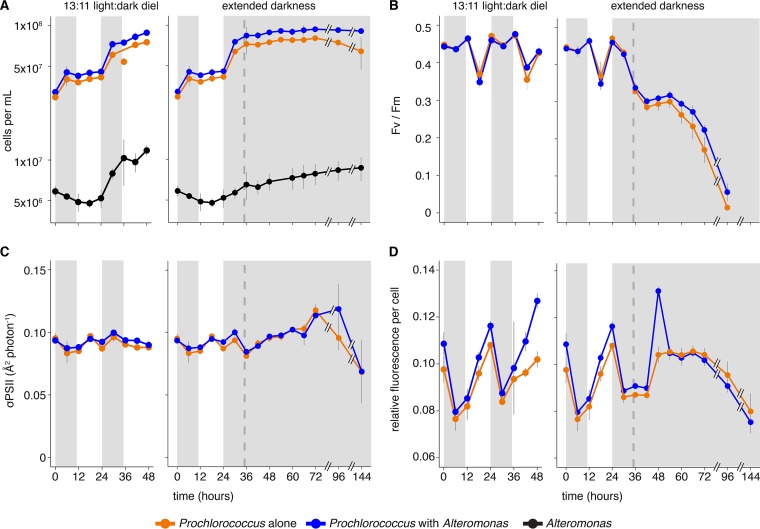
Bulk *Prochlorococcus* culture dynamics during the experiment. *Prochlorococcus* was grown either in pure culture or in coculture with *Alteromonas*. At the 24-h time point, the cultures were split and either maintained under diel light (13-h:11-h [13:11] light:dark) or moved into continuous darkness for 120 h. (A) Cell abundances. The *Prochlorococcus* exponential growth rates were 0.51 ± 0.03 day^−1^ in coculture and 0.47 ± 0.02 day^−1^ when grown alone. (B) *Prochlorococcus* photosynthetic quantum efficiency (Fv/Fm). (C) *Prochlorococcus* PSII effective absorption cross section (σPSII). (D) Relative red fluorescence per *Prochlorococcus* cell during the course of the experiment. The treatment of cells is indicated as follows: cells grown with light (white background) and cells grown in the dark (gray-shaded regions). The dashed vertical line indicates the time of the “expected” sunrise for the cultures kept in the dark. Values are means (± standard deviations [SD]) for three biological replicates. Details of statistical support for differences among cultures can be found in Table S2 in the supplemental material.

Under the coculture conditions, *Alteromonas* cell densities were roughly 10% those of *Prochlorococcus* (Fig. 1A). Their growth roughly mirrored that of *Prochlorococcus* under diel L:D conditions, as was expected since no organic compounds were added to the medium, making heterotrophs dependent on photosynthate released from *Prochlorococcus* (16). The *Alteromonas* population continued to grow during extended darkness, though cells reached a lower maximum abundance than in the L:D culture (Fig. 1A and Table S2). Both axenic and cocultured *Prochlorococcus* remained viable during the first 35 h of extended darkness, as they were able to resume growth when placed back in the light (11) (Fig. S1).

10.1128/mSystems.00040-18.1 FIG S1  Regrowth of *Prochlorococcus* cultures following periods of extended darkness. Axenic or cocultured *Prochlorococcus* cells were placed in the dark at time zero (vertical dashed line) for the indicated number of days and then reintroduced back into a 13:11 light:dark cycle. Values represent the mean relative bulk chlorophyll fluorescence of *Prochlorococcus* cultures over time (*n* = 3 for each condition). Error bars are not shown for clarity due to slight biological variation in recovery time among replicates. Download FIG S1, PDF file, 0.1 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Photosystem responses to extended darkness.

To examine the impact of coculture conditions and extended darkness on the photosynthetic capability of *Prochlorococcus*, we characterized the cultures over time using fast repetition rate fluorometry, which allows one to assess the state of a cell’s photosynthetic apparatus. The presence of *Alteromonas* had no significant impact on *Prochlorococcus*’ photosystems under a diel L:D cycle, as measured by either the photochemical conversion efficiency (variable fluorescence [Fv]/maximum fluorescence [Fm] [Fig. 1B]) or photosystem cross section area (σPSII [Fig. 1C and Table S2]). In extended darkness, however, Fv/Fm values dropped precipitously relative to cultures that remained in the L:D cycle, suggesting that cells were stressed by the lack of light energy; additionally, the decline was greater in the pure cultures than in the cocultures (Fig. 1B and Table S2). In contrast, the effective photosystem II cross section area (σPSII) increased under extended darkness relative to the L:D cycle—equally so in the pure and cocultures (Fig. 1C)—perhaps to increase the chances of capturing light by expanding the antenna complex. Average fluorescence per cell was slightly greater in the cocultures than in the axenic cultures during the L:D cycle and remained so for the first few hours of extended darkness (Fig. 1D and Table S2). This suggests that cocultured *Prochlorococcus* maintained higher levels of chlorophyll synthesis than the axenic cells, perhaps reflecting heterotroph shading and an increased ability to synthesize (or maintain) chlorophyll under extended darkness. In short, though there were minor differences, the bulk physiological behaviors of the two sets of cultures were similar for at least a day under the stress of extended darkness. Major differences were apparent, however, at the transcriptome level.

### Changes in replicate behavior during extended darkness.

We were surprised to find that one of the strongest signals emerging from the transcriptome data was a rapid decline in concordance among the three axenic biological replicates in extended darkness compared to those on the diel L:D cycle. 

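Several transcripts that were higher in axenic darkness at 40 h were also far apart between replicates. *modF*, which encodes an ATPase, had 4567 ± 5186 CPM in darkness and 84.1 ± 33.0 CPM on the L:D cycle (SD, n = 3), a log2 fold change of 5.76 (standard error 1.14, adjusted p = 0.00492) from edgeR's quasi-likelihood test. *chlL*, a subunit of the light-independent protochlorophyllide reductase, had 1329 ± 1170 CPM in darkness and 31.0 ± 4.89 CPM on the L:D cycle at 40 h, while its dark libraries at 36 h held 1205 ± 133 CPM. The mean pairwise Spearman correlation of the axenic dark libraries was 0.988 at 28 h, 0.993 at 32 h and 0.977 ± 0.0055 at 36 h (SD of 3 pairs), then 0.705 ± 0.029 at 40 h and 0.677 ± 0.087 at 48 h. On the L:D cycle the axenic values were 0.988 ± 0.0033, 0.891 ± 0.022 and 0.873 ± 0.015 at 36, 40 and 48 h. The 3 pairs of a time point share libraries, so no test of the difference between time points was made on them. The rise of *chlL* at 40 h ended without L:D replicate 2 (adjusted p = 0.168 from edgeR).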

The replicate divergence was clear after ~5 h in extended darkness and increased thereafter (Fig. 2). This was not the case for the coculture transcriptomes, where replication held tight at least 13 h longer than the axenic cells (Fig. 2B and Fig. S2). 

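In the cocultures at 40 h *modF* held 257 ± 50.4 CPM in darkness and 14.6 ± 2.21 CPM on the L:D cycle, a log2 fold change of 4.12 (standard error 0.197, adjusted p = 1.2e-07) from edgeR's quasi-likelihood test. PMN2A_0388, annotated with an ATP/GTP-binding site motif, rose to 96.7 ± 16.5 CPM from 2.83 ± 1.39 CPM in cocultures and to 1989 ± 1168 CPM from 35.5 ± 16.6 CPM in axenic cultures. The mean Spearman correlation of coculture dark replicates was 0.984 at 36 h, 0.986 ± 0.0044 at 40 h and 0.969 ± 0.0062 at 48 h (SD of 3 pairs). At 72 h it was 0.602 ± 0.050 in cocultures and 0.514 ± 0.050 in axenic cultures, and at 144 h 0.550 and 0.605. With every library of 0 to 144 h reduced to 18819 reads, the total of the shallowest, the axenic value at 72 h was 0.263 and the coculture value 0.457, so depth limits the comparison at the late times.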

We interpret this result as a biological response, given that the large decrease in replicate correlation coincided with the change in light conditions, was greater in the axenic extended-darkness culture than in the parallel axenic L:D controls, and was not seen in coculture libraries from the same time points (which were prepared simultaneously; see Materials and Methods). The transcriptome sequencing (RNA-seq) library preparation procedures used, including rRNA depletion methods, have been shown to robustly preserve mRNA relative abundances (44, 45), and we do not find a relationship between replicate correlation and rRNA removal efficiency (Table S1; Spearman correlation rho *P* = 0.59).

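The rRNA share of each library, as the paper's Table S1 reports it, differed most among the axenic cultures. Of the 16 axenic groups of 0 to 48 h, 8 had mean rRNA shares of 2.42% to 13.9% and 8 of 31.7% to 53.2%, with nothing between. The first set holds 0, 20 and 24 h, the L:D groups at 28, 40 and 48 h and the dark groups at 40 and 48 h, with mean replicate correlations of 0.677 to 0.986, and the second set has correlations of 0.977 to 0.993. In 7 of the 8 low-rRNA groups the correlation lay below every high-rRNA axenic group. Over these 16 groups Pearson's r was 0.545 and Spearman's rho 0.704 (permutation p = 0.0165 and 0.00309, adjusted over the 11 relations computed 0.0302 and 0.0170), and over the 47 single axenic libraries r was 0.464 (adjusted permutation p = 0.00347, and for rho 1.1e-04), a higher rRNA share going with a higher correlation. The libraries of a group share pairs and are not independent, so the p over the 47 libraries is too small. Over the 32 groups of both cultures r was 0.561 and rho 0.385 (adjusted permutation p = 0.00110 and 0.110), and with the groups of 72 to 144 h, 38 in all, r was -0.457 and rho -0.155 (adjusted permutation p = 0.00893 and 0.552), where r without 2 groups was -0.300 (permutation p = 0.0762). Because the axenic groups form 2 separate sets, a division made after the values were seen, the relation was computed within each: Pearson's r was 0.00633 (exact permutation p = 0.987) and Spearman's rho 0.143 (exact permutation p = 0.752) in the 8 low-rRNA groups, and r was -0.0417 (p = 0.906, exact permutation) and rho -0.264 (p = 0.524, exact permutation) in the 8 others. Without the 2 groups farthest from the median share, r was 0.236 and -0.298 (exact permutation p = 0.583 and 0.503). Over the 16 coculture groups of 0 to 48 h, with rRNA shares of 31.9% to 65.4%, r was -0.153 (permutation p = 0.578) and rho -0.0765 (permutation p = 0.777), and r without 2 groups was 0.127 (permutation p = 0.662). For these 3 sets the adjusted permutation p of rho was 0.855, 0.721 and 0.855, and over the 19 coculture groups of 0 to 144 h r was -0.874 and rho -0.448 (adjusted permutation p = 0.00110 and 0.155). Within the low-rRNA set, axenic L:D at 40 h had 5.63% rRNA and darkness 4.49%. The authors interpret the divergence of replicates as a biological response, reasoning that it came with the change in light, was greater in darkness than in the L:D controls and did not appear in cocultures prepared at the same time, and they report no relation to rRNA removal.

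**Figure D1:**
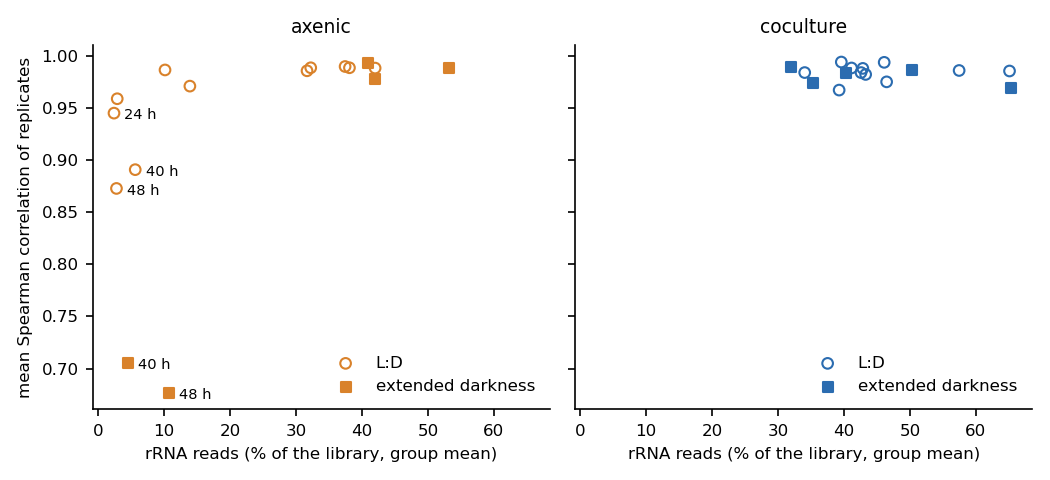
Mean rRNA percent of the libraries of each time point and condition (x axis) against the mean Spearman correlation between its 3 replicates (y axis) at 0 to 48 h, for axenic cultures and cocultures in separate panels. Axenic groups with rRNA shares of 2.42% to 13.9% include all those below a correlation of 0.977.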

**FIG 2:**
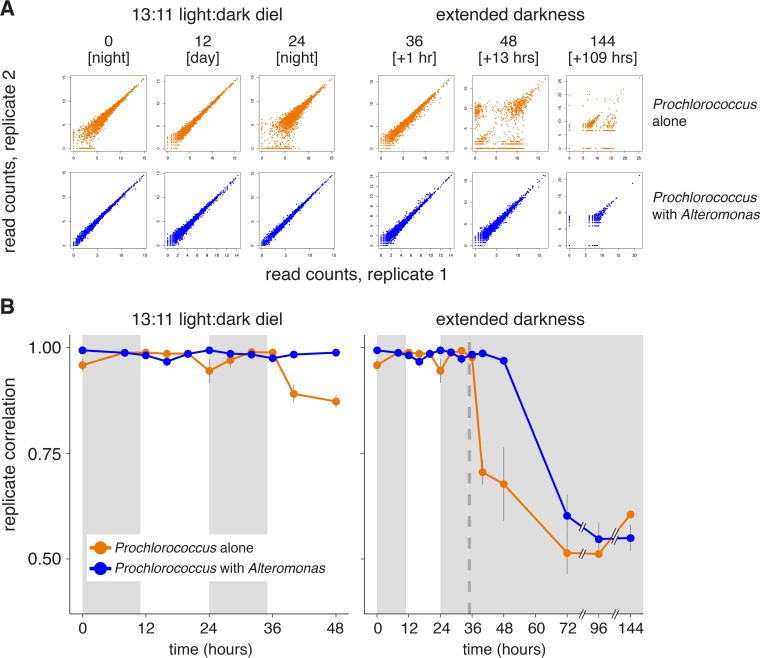
Impact of coculture on *Prochlorococcus* transcriptome replicate concordance. (A) Scatterplots comparing relative transcript abundance for each *Prochlorococcus* ORF (individual dots) between two replicates at the indicated time points for the axenic (orange) or cocultures (blue) (see also Fig. S2 for all pairwise combinations). Read counts were log transformed. Values in brackets indicate either the time of day during the day or the number of hours under extended darkness. (B) Spearman correlation of transcriptome replicates (such as those shown in panel A) at each time point. Values indicate the means (± SD) of all possible pairwise combinations of the three replicates. The dashed vertical line indicates the time of “expected” sunrise for cultures kept in the dark.

10.1128/mSystems.00040-18.2 FIG S2  Concordance among replicate transcriptomes. The relative abundance of transcripts for each ORF (black dots), compared among all three replicate transcriptomes, under the 13:11 diel light:dark cycle (A) and extended darkness (B). The replicates compared are indicated at the top of each column. Read counts are log transformed. Values in brackets indicate the time of day (A) or hours under extended darkness (B). See Fig. 1 for the corresponding culture growth behavior at these time points. Download FIG S2, PDF file, 1.3 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Transcriptome correlations decreased slightly each day around sunset (Fig. 2B, orange line, 0- and 24-h time points) in the axenic cultures that remained under a diel L:D cycle, but not in the cocultures. This raises the possibility that the ability of pure *Prochlorococcus* to maintain tight control on gene expression is affected during the metabolic transition from photosynthesis to the use of internal energy stores at night and implicates heterotrophs as the source of required resource(s) during this time. 

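Axenic L:D replicates had a mean Spearman correlation of 0.959 ± 0.015 at 0 h and 0.945 ± 0.029 at 24 h (SD of 3 pairs), and 0.988 at 8 h, in the night between. Coculture replicates at 0 and 24 h were both at 0.994, and their lowest value on the L:D cycle was 0.967, at 16 h. Before 28 h no culture was in extended darkness. At a common total of 18819 reads per library the axenic values at 0 and 24 h were 0.804 and 0.808. These were not below that of axenic L:D replicates at 36 h at the same total. The axenic groups of 0 and 24 h belong to the low-rRNA set and that of 8 h to the high-rRNA set. No test was made on pairs that share libraries.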

The response might also be attributable, at least in part, to stresses imposed by an accumulation of reactive oxygen species during the day (46). We hypothesize that the slight drop in replicate correlation among the axenic L:D control cultures during the second light period compared to the first light period (Fig. 2B) could reflect an increased contribution of reactive oxygen species to transcriptome variation arising from the greater numbers of cells present later in the time course.

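In the first light period the axenic L:D correlations were 0.988 at 12 h, 0.986 at 16 h and 0.986 at 20 h. In the second, the values at 40 and 48 h, given above, were below all of these, and the value at 36 h was not. The axenic L:D libraries at 28 h, in the night between, had 0.971 ± 0.018 (SD of 3 pairs). Coculture L:D replicates at 36, 40 and 48 h had 0.975, 0.984 and 0.988. Groups of 12, 16 and 36 h belong to the high-rRNA set of axenic libraries and those of 20, 40 and 48 h to the low-rRNA set.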

Since RNA-seq data represent the average transcript abundance from a large population of cells subjected to essentially identical conditions, it seems unlikely that the differences among replicate transcriptomes represent uniform shifts in expression strategies within each culture bottle. The simplest explanation for the observed patterns is that they arose from stochastic differences in global gene expression that emerged among individuals or subpopulations of cells within the extended-darkness replicates, likely driven by the lack of available energy or required precursors (see below). 

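Dispersion, the variance of a transcript between replicates beyond counting noise, was estimated per transcript by DESeq2 over the 36, 40 and 48 h libraries with time in the model. It was above 2 for 49.0% of the 2198 ORFs in axenic darkness, 15.2% in axenic L:D cultures, 0.682% in coculture darkness and 0.455% in coculture L:D libraries. *csoS2*, a carboxysome shell protein, had 3.65 in axenic darkness and 0.0118 in coculture darkness, and the DNA repair gene *recA* had 1.55 and 0.00726. *rbcL*, the large chain of RubisCO, had 0.153 and 0.0301, and the chaperonin gene *groES* 0.168 and 0.0277. In axenic L:D libraries these genes had 0.146 and 0.0856, so *rbcL* stayed near that level and *groES* lay above it. These values are before shrinkage, and with the shrunken values of DESeq2 70.0% of ORFs in axenic darkness and 1.91% in coculture darkness were above 2. At 36 h alone the axenic dark share was 1.14%, and without 48 h it was 28.3%, settings chosen after seeing the data.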

The vast majority of the axenic *Prochlorococcus* transcriptome was affected by the shifts in replicate concordance, with 70% of transcripts exhibiting high dispersion during the first 13 h of extended darkness compared to only 2% in *Prochlorococcus* cocultures (Fig. S3). Such variation also points to potential limitations inherent in *Prochlorococcus*’ transcriptional architecture, which has relatively few protein regulatory factors and likely relies instead on RNA-based regulatory strategies (47), which might not have been sufficiently resilient or robust to this particular stress condition. As our methods were designed to focus only on mRNA changes, future studies will be needed to understand the role that antisense RNAs, noncoding RNAs, or other forms of RNA-based regulation (48) may play in mediating *Prochlorococcus* stress responses.

10.1128/mSystems.00040-18.3 FIG S3  Distribution of per-gene dispersion estimates for the four culture conditions. Dispersion (variance) estimates were calculated using the normalized relative abundance of each transcript at the 36-, 40-, and 48-h time points (the series of samples that correspond to the “expected” dusk-to-dawn period for the “extended-darkness” cultures), using default DESeq2 functions across all triplicate samples (see Materials and Methods). Larger dispersion values indicate greater variance among replicates. Distributions for the four conditions were all significantly different from one another (Wilcoxon rank sum test with Benjamini-Hochberg multiple-testing correction, *P* < 2 × 10^−16^), except between the *Prochlorococcus* with *Alteromonas* cocultures grown under diel 13:11 light:dark versus extended-darkness conditions (*P* = 0.096). 

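In counts, 1077 transcripts had a dispersion above 2 in axenic darkness, 333 in axenic L:D cultures, 15 in coculture darkness and 10 in coculture L:D cultures. Shrunken estimates gave 1539, 375, 42 and 37. The median over all transcripts was 1.97 in axenic darkness and 0.212 in axenic L:D cultures, against 0.0076 and 0.0135 in the cocultures. *modF*, whose dark replicates were far apart at 40 h, had 0.513 in axenic darkness and 0.679 in axenic L:D cultures, and *atpB*, an ATP synthase subunit, had 1.18 and 0.0148. At 36 h alone, a setting chosen after seeing the data, 0.728% of transcripts in axenic L:D cultures were above 2, and with no time term 23.6% were.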

The numbers of transcripts with dispersion of >2 under the different conditions were as follows: *Prochlorococcus* alone (L:D diel), 0; *Prochlorococcus* alone (extended darkness), 1,569; *Prochlorococcus* with *Alteromonas* (L:D diel), 40; *Prochlorococcus* with *Alteromonas* (extended darkness), 54. Download FIG S3, PDF file, 0.1 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In other biological systems, stochastic gene expression can reflect the action of a “bet-hedging” mechanism, in which resulting phenotypic diversity within a population improves the chances that some portion of the cells might survive a particular stress (49). In contrast, here we found that the axenic cells, which had the most transcriptional variation, were less able to resume growth upon reexposure to light than cocultured cells (Fig. S1). Though this correlation is also potentially complicated by additional limitations in energy or metabolic intermediates (discussed below), in the end, the cultures with the most variation—the axenic cultures—were less, not more, resilient to stress, arguing against any “bet-hedging” operating successfully in this case.

### Overall transcriptome shifts.

After just 1 h of extra darkness, transcripts representing 14% of all 2,198 *Prochlorococcus* open reading frames (ORFs) were significantly differentially abundant in the axenic cells compared to the controls—increasing to nearly 80% of ORFs after 13 h in the dark (Fig. 3). 

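At 36 h, 1 h past the missed sunrise, transcripts of carbon fixation were among the most reduced in axenic darkness. *csoS2*, which encodes a carboxysome shell protein and lies at 538872 to 541262 of the NATL2A chromosome, had 678 ± 76.1 CPM in darkness and 8434 ± 102 CPM on the L:D cycle (SD, n = 3), a log2 fold change of -3.64 (standard error 0.133, adjusted p = 3.9e-07) from edgeR's quasi-likelihood test. *rbcL* (536918 to 538330) fell by 3.08 and *csoS3*, another shell protein, by 3.47 on the log2 scale. *nirA*, ferredoxin-nitrite reductase, fell by 5.72 from a low level. The rises were largest for PMN2A_0944, a possible hemagglutinin-neuraminidase, at 7.59 and PMN2A_0619, of protein family PM-14, at 6.62, while *chlN* and *chlB*, subunits of light-independent protochlorophyllide reductase, rose by 3.32 and 3.08. Of 1934 transcripts tested at 36 h, 482 rose and 450 fell, which is 42.4% of 2198 ORFs, and at 48 h 198 rose and 722 fell, or 41.9%. At 40 h 70 rose and 77 fell, and at 32 h, in the shared night, 128 rose and 136 fell. At 28 h no transcript passed by edgeR, with 150 at an unadjusted p under 0.05, 9 calls by DESeq2 at that time point and 0 by limma-voom. The fits over all libraries called fewer at 36 h (200 by edgeR and 267 by DESeq2) and more at 40 h (1334 and 1154) and 48 h (1826 and 1637). Calls at 40 h numbered 22 without L:D replicate 2, 39 without L:D replicate 3, 52 without L:D replicate 1 and 558 without dark replicate 1 and 95 by limma-voom and 259 by DESeq2 at that time point. At 48 h there were 74 without dark replicate 1, at 28 h 23 without L:D replicate 2 and at 32 h 57 without L:D replicate 1, 79 without dark replicate 3 and 131 without L:D replicate 3, and at 32 h 168 by DESeq2 at that time point, 0 in the edgeR fit over all libraries and 1 by DESeq2.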

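In cocultures at 36 h the falls were again large for *csoS2* by 3.98, *rbcL* by 3.65 and *ccmK*, a shell protein with 781 ± 94.8 CPM in darkness and 9282 ± 1094 on the L:D cycle, by 3.57 on the log2 scale (adjusted p = 6.9e-17, 1.3e-16 and 1.8e-16 from edgeR's quasi-likelihood test). PMN2A_0944 rose by 6.33 (standard error 0.289) and *chlL* by 3.19 (0.0974). At 36 h 446 transcripts rose and 445 fell of 1726 tested, at 40 h 721 and 706 of 1940, and at 48 h 757 and 871 of 2008. At 28 h 20 rose and 24 fell (14 without L:D replicate 3 and 129 without dark replicate 1), and at 32 h 8 rose and 2 fell (2 without L:D replicate 3, 4 without L:D replicate 1, 5 without L:D replicate 2 or dark replicate 3 and 97 without dark replicate 1). The fits over all libraries gave 155 (edgeR) and 180 (DESeq2) calls at 36 h, 625 and 646 at 40 h and 1114 and 1131 at 48 h. By the fits at each time point, cocultures thus had more calls than axenic cultures at 40 and 48 h. At 36 h they had fewer (891 against 932), but fewer were tested (1726 against 1934), and with no filter on low counts each culture had 950. By the fits over all libraries cocultures had fewer at all 3 times. Median standard errors of the log2 fold changes were 0.188 in axenic cultures and 0.194 in cocultures at 36 h, and 1.87 and 0.183 at 40 h.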

The cocultured *Prochlorococcus* behaved similarly, though fewer ORFs exhibited significant changes compared to controls. Some transcripts changed similarly in both cocultured and axenic cultures, but there were also many differences unique to both the axenic and coculture conditions (Fig. 3). 

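At 36 h several groups of genes moved in the same direction in both cultures. All 8 tested ATP synthase genes fell in both, 11 of 15 genes of the Calvin cycle and carboxysome fell in axenic cultures and 13 of 15 in cocultures, and 37 of 47 ribosomal protein genes fell in each (8, 11 and 14, and 39 and 39 adjusted over the list alone, by edgeR). Among 1707 transcripts tested in both, 334 rose in both and 300 fell in both, where independent lists would share 112 and 108, and 5 rose in axenic cultures but fell in cocultures, with 5 the other way. At 40 h 66 rose and 59 fell in both (26.0 and 25.2 if independent), and at 48 h 188 and 486 (72.2 and 331). At 48 h 2 transcripts rose in axenic cultures but fell in cocultures and 102 went the other way, and at 40 h 1 and 2. In the fits over all libraries 127 (edgeR) and 150 (DESeq2) transcripts were shared at 36 h and 446 and 472 at 40 h. The interaction term, which tests the difference itself, was called for 22 transcripts at 36 h, 38 at 40 h and 857 at 48 h, with 251, 270 and 905 at an unadjusted p under 0.05. *rbcS*, the small chain of RubisCO, fell further in cocultures (interaction -0.79, standard error 0.160, adjusted p = 0.0568 from edgeR), as did *trpS*, tryptophanyl-tRNA synthetase (-0.97, standard error 0.197, adjusted p = 0.0568 from edgeR). *glnB*, the nitrogen regulatory protein PII, was higher in cocultures (0.93, standard error 0.224, adjusted p = 0.0860 from edgeR). These 3 genes were chosen after their values were seen. Calls at 36 h numbered 0 without axenic L:D replicate 2 or 3, coculture L:D replicate 2 or coculture dark replicate 2 or 3, 2 without coculture dark replicate 1, 8 without coculture L:D replicate 1 or 3, 41 without axenic dark replicate 3 and 128 without axenic L:D replicate 1, with 67 by DESeq2 and 36 by limma-voom. At 40 h they numbered 0 without coculture L:D replicate 1, 2 or 3 or coculture dark replicate 1, 2 or 3, 67 without axenic L:D replicate 2, 106 without axenic dark replicate 2, 191 without axenic dark replicate 3 and 882 without axenic dark replicate 1, with 0 by limma-voom (51 at an unadjusted p under 0.05), 9 with RLE size factors, 23 with no filter on low counts and 145 by DESeq2. At 48 h they numbered 432 without axenic dark replicate 1, 559 with RLE size factors and 3 by limma-voom. The median interaction of all tested transcripts at 48 h was 1.363 on the log2 scale, and 1.021 with RLE size factors. Of the 857 calls 745 were higher and 112 lower in cocultures, a balance that rests in part on the scaling.

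**Figure D2:**
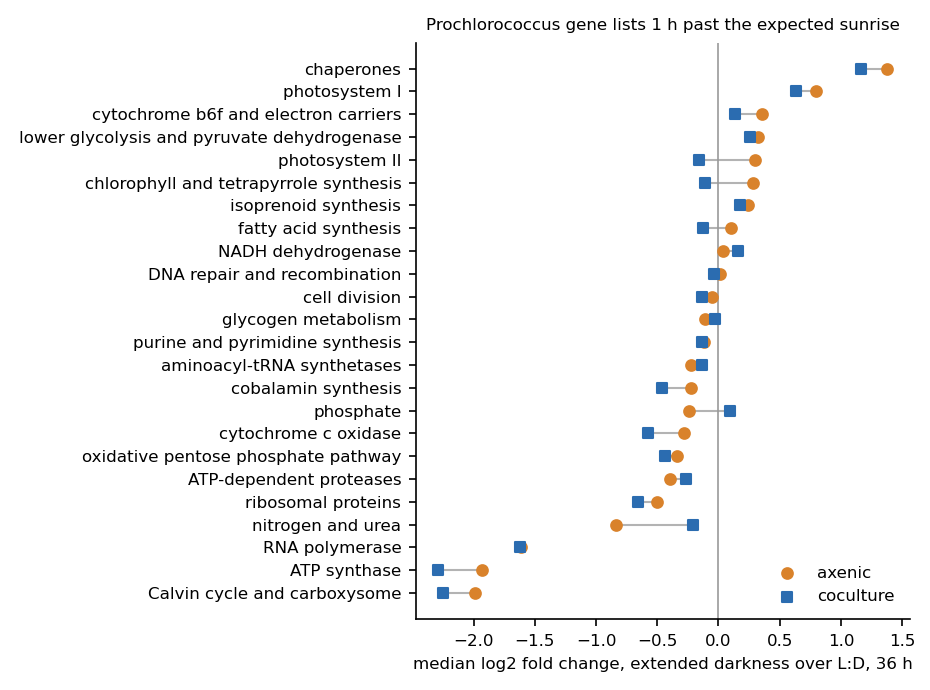
Median log2 fold change, dark over L:D at 36 h, of the tested members of 24 lists of *Prochlorococcus* genes, in axenic cultures (orange circles) and cocultures (blue squares). ATP synthase lies at -1.93 and -2.29 and the chaperones at 1.38 and 1.16.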

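At 48 h transcripts of respiration were among those nearly lost in coculture darkness: *ctaA*, heme A synthase, had 7.55 ± 2.31 CPM against 1305 ± 116 CPM on the L:D cycle, a log2 fold change of -7.40 (standard error 0.229, adjusted p = 5.9e-10) from edgeR's quasi-likelihood test. *cyoE*, heme O synthase, fell by 7.28 and *himA*, a histone-like DNA-binding protein, by 6.53. By edgeR at each time point falls outnumbered rises at 48 h in both cultures, and in axenic cultures at 32 h (136 and 128) and 40 h (77 and 70). At 48 h the median log2 fold change of all tested transcripts was -1.037 in axenic cultures and -0.213 in cocultures. With RLE size factors it was -0.531 and -0.108, so the size of this excess of falls rests in part on the scaling. In axenic cultures rises were more numerous at 48 h without dark replicate 1 (67 rises and 7 falls), at 40 h with RLE size factors (85 and 45), limma-voom (71 and 24) and no filter on low counts (56 and 52) and without L:D replicate 2 (12 and 10) or dark replicate 3 (144 and 74), and at 32 h with no filter (134 and 132) and without dark replicate 2 (103 and 100). At 36 h in both cultures and at 40 h in cocultures rises were slightly more numerous by edgeR at each time point, an order that also depended on the setting. The fits over all libraries gave more falls than rises in axenic cultures at 40 and 48 h and in cocultures at 48 h, by edgeR as by DESeq2. Transcripts with no read in any dark replicate and at least 10 in every L:D replicate numbered 35 at 40 h and 63 at 48 h in axenic cultures, and 1 and 7 in cocultures. None was found at 28, 32 or 36 h, and none went the other way at any time.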

Overall, more transcripts significantly decreased in relative abundance than increased under extended darkness relative to the control, with some transcripts depleted to below detectable levels in any replicate (Fig. 3 and Fig. S4). 

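In axenic darkness the number of ORFs with at least 1 read in any replicate was 2165 at 36 h and 1823 at 48 h, where the L:D cultures had 2036 at 48 h. Cocultures held 2166 in darkness and 2172 on the L:D cycle at 40 h, and 2155 and 2190 at 48 h. After 72, 96 and 144 h the numbers were 1374, 1109 and 1249 in axenic cultures and 1445, 1219 and 1211 in cocultures. Each is a single count over 3 replicates and has no replicate error, and at 144 h a minimum of 2 reads left 740 axenic and 675 coculture ORFs.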

Though the total number of detected ORFs declined over time in all dark-exposed cultures, the decline was delayed by at least 8 h in cocultured cells compared to the axenic cultures. These shifts in overall transcriptome content and complexity were not simply attributable to differences in sequencing depth (Table S1) and are consistent with the hypothesis that cocultured *Prochlorococcus* cells were less limited for either energy or some resource compared with axenic cells in the dark.

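Depth was equalized by thinning every library of 0 to 48 h to 465828 reads on *Prochlorococcus* ORFs. Axenic darkness then held 1809 ORFs at 40 h and 1416 at 48 h, against 2031 and 2016 on the L:D cycle, and cocultures 2104 and 2095 against 2103 and 2146. The mean Spearman correlation of axenic dark replicates at 48 h was 0.593 ± 0.049 at that depth, and that of the cocultures 0.946. With the late libraries included, at 18819 reads each, 992 ORFs were found in axenic darkness and 1424 in coculture darkness at 48 h, and at 144 h 289 and 793.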

10.1128/mSystems.00040-18.4 FIG S4  Fraction of total *Prochlorococcus* ORFs detected in the transcriptome data sets. Values indicate the proportions of all 2,198 *Prochlorococcus* NATL2A ORFs with at least one mapped RNA-seq transcript in any of the biological replicates (i.e., the union of all three replicate data sets) for a given experimental condition at each time point sampled. The top bar shows the diel light pattern (light [white] and dark [black]). The gray vertical line indicates the time of the “expected” sunrise for the extended-darkness cultures. Download FIG S4, PDF file, 0.1 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 3:**
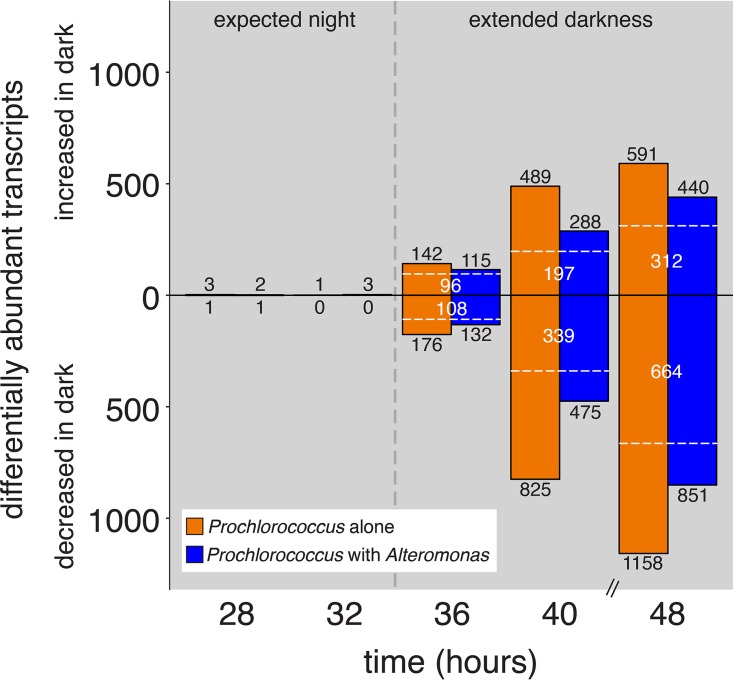
Dynamics of *Prochlorococcus* transcriptome changes during the transition from the expected dark period into extended darkness. Values depict the number of significantly differentially abundant transcripts at each time point in either axenic (orange) or cocultured (blue) *Prochlorococcus* cultures which were kept in the dark compared to the corresponding control cultures that remained under a 13:11 diel L:D cycle. Under the unperturbed light cycle, sunrise would have occurred at the 35-h time point (indicated with a black vertical dashed line); the 28- and 32-h time points represent times during the “expected night” period, prior to the shift into extended darkness, and serve as a control. Transcripts significantly enriched in the “extended darkness” cultures are represented by bars above the center line, with depleted transcripts below the center line; the bars at 28 and 32 h are too small to see at this scale. The number of enriched or depleted transcripts are indicated in black numbers; transcripts common to both axenic and cocultures are noted by white dashed lines and numbers.

### Transcriptomic response of axenic cultures to extended darkness.

Our more detailed analysis of the axenic transcriptomes focused on statistically significant differences apparent primarily during the first 5 h past the missed sunrise, while cells were still viable (Fig. S1) and before the replicates had maximally diverged (Fig. 2B); transcripts present after days in the dark are discussed below. The bulk of the transcriptional response was consistent with the cessation of growth in the dark (Fig. 1A). 

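All 8 ATP synthase genes fell in axenic darkness at 36 h, with a median log2 fold change of -1.93: *atpB* had 1986 ± 194 CPM against 9242 ± 184 CPM on the L:D cycle, and *atpA* changed by -1.86 (standard error 0.127, adjusted p = 6.3e-06) from edgeR's quasi-likelihood test. Of 36 nucleotide biosynthesis genes in Table 1, 19 fell and 2 rose (21 and 2 adjusted over the list alone), of 8 isoleucine genes 6 fell (6), of 8 homoserine and methionine genes 5 fell (5) and of 7 CO2 fixation genes 6 fell (7), all by edgeR. These genes were chosen in the study from these samples, so their direction is not independent evidence. The nucleotide genes of Table 1 include the ATP synthase genes *atpA* to *atpH*, so their falls overlap with those of ATP synthase. *met3*, sulfate adenylyltransferase, fell by 1.67 and *thrA*, homoserine dehydrogenase, by 0.60 on the log2 scale. Among 7 NAD genes 1 fell, *pntB* of the proton-pumping transhydrogenase (-0.54, standard error 0.144, adjusted p = 0.0149 from edgeR), and 1 rose, *ppnK*, NAD kinase (0.43), while *pntA* (-0.20) and *nadB* (-0.42) did not pass. Among lists fixed from function, 37 of 47 ribosomal protein genes, 4 of 5 RNA polymerase genes and 10 of 17 nitrogen and urea genes fell. In the edgeR and DESeq2 fits over all libraries 10 and 10 nucleotide genes, 0 and 1 isoleucine genes, 2 and 8 ribosomal protein genes, 1 and 3 homoserine and methionine genes and no NAD gene fell, and 3 homoserine and methionine genes fell without L:D replicate 1 or 3 or dark replicate 1 or 2.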

Cells were depleted in transcripts encoding a number of biosynthetic pathways, NAD metabolism genes, and ATP synthase subunits relative to cells that experienced sunrise on schedule (Table 1 and Table S3), thus implying that axenic *Prochlorococcus* cultures generally decreased their metabolic activity under extended darkness. The activity that continued appeared to be focused largely on recovering energy and/or nutrients. For example, cells likely catabolized cellular components in the dark, as enzymes in degradative pathways were enriched compared with the control (Table 2). 

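PMN2A_1709, an aldehyde dehydrogenase at 379332 to 380711, rose from 129 ± 20.1 CPM on the L:D cycle to 432 ± 33.5 CPM in axenic darkness at 36 h, a log2 fold change of 1.75 (standard error 0.147, adjusted p = 2.3e-05) from edgeR's quasi-likelihood test. *deoC*, deoxyribose-phosphate aldolase, rose by 1.27 and *murQ*, which acts on a cell wall sugar, by 0.93. Of 15 degradation genes in Table 2, 11 rose and none fell (11 adjusted over the list alone), and of 3 sugar degradation genes 3 rose (3), by edgeR, counts on genes the study chose from these samples and so not independent evidence. Genes of fixed lists with related functions moved less uniformly: of 6 ATP-dependent protease genes 2 rose and 4 fell, and of 9 glycogen genes 2 rose and 4 fell. In each fit over all libraries, by edgeR or DESeq2, 1 of the 15 degradation genes rose and no protease gene fell, and without L:D replicate 2 or 3 only 2 protease genes fell.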

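Photosystem I transcripts rose as a group in axenic darkness at 36 h, 8 of 10 with none falling (10 adjusted over the list alone, by edgeR) and a median log2 fold change of 0.80. *psaL* rose from 2569 ± 675 to 6830 ± 1442 CPM (1.41, standard error 0.211, adjusted p = 7.6e-04 from edgeR's quasi-likelihood test) and *psaI* by 1.30. Of 17 photosystem II genes 7 rose and none fell (7 adjusted over the list alone), while *psbO*, the manganese-stabilizing protein, did not pass at -0.27. *petE*, the electron carrier plastocyanin, rose by 1.20. Of 19 chlorophyll and tetrapyrrole genes 8 rose and 5 fell (8 and 5), the rises led by the light-independent reductase genes. *adk*, adenylate kinase, had 415 ± 51.1 CPM in darkness and 249 ± 20.4 CPM on the L:D cycle (0.74, standard error 0.130, adjusted p = 0.00200 from edgeR). Of 11 NADH dehydrogenase genes 3 rose and 4 fell, with *ndhH* at 0.51 and *ndhI* at -1.31, and of 5 cytochrome c oxidase genes 2 fell, whereas *acnB* and *icd* of the citrate cycle rose by 0.72 and 0.85. In the edgeR and DESeq2 fits over all libraries 2 and 1 photosystem I genes, no photosystem II gene, 3 and 3 chlorophyll genes and no *adk* call were found. Photosystem II rises numbered 3 without L:D replicate 2 and 4 without L:D replicate 3, and chlorophyll rises 5 without L:D replicate 2.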

Some activity also appeared directed toward collecting and utilizing photons, given that the transcriptomes were enriched for genes involved in the light reactions of photosynthesis (including photosystem I [PSI] and PSII components and enzymes involved in light-harvesting compound synthesis), adenylate kinase, and respiratory functions (Table 2 and Table S3). This is consistent with the observed increase in photosystem cross section area under extended darkness (Fig. 1C).

**TABLE 1:** *Prochlorococcus* metabolic pathways with transcripts that were consistently depleted during the first 5 h of extended darkness^a^

Condition and pathway^b^	Transcripts in pathway exhibiting significant differential depletion	*P* value^c^
Depleted in both axenic cultures and coculture		
Chemoautotrophic energy metabolism	*ctaC*, *ctaD*, *ctaE*, *spt*	2.1E−02
CO_2_ fixation	*cbbA*, *gapA*, *glxK*, *pgk*, *rbcL*, *rbcS*, *tktA*	1.2E−02
Generation of precursor metabolites and energy	*aspC*, *cbbA*, *ctaC*, *ctaD*, *ctaE*, *eno*, *gap2*, *gapA*, *glk*, *gltA*, *glxK*, *gpmI*, *gnd*, *mqo*, *ndhE*, *ndhI*, *petH*, *pgk pgl*, *ppc*, *pta*, *rbcS*, *rbcL*, *spt*, *tktA*, *ubiA*, *zwf*, PMN2A_0452, PMN2A_1511	9.8E−03
Glycogen degradation	*glgP*, *malQ*, *pgm*	8.8E−02
Nucleoside and nucleotide biosynthesis	*apt*, *atpA*, *atpB*, *atpC*, *atpD*, *atpE*, *atpF*, *atpG*, *atpH*, *carA*, *cca*, *codA*, *dcd*, *glxK*, *guaA*, *guaB*, *ndk*, *nrdA*, *purE*, *purH*, *purK*, *purL*, *purM*, *purS*, *purT*, *pyrB*, *pyrC*, *pyrD*, *queA*, *thyX*, *tmk*, *rnpA*, *upp*, PMN2A_0984, PMN2A_1284	1.6E−03
Oxidative pentose phosphate pathway	*gnd*, *pgl*, *zwf*, *tktA*	6.0E−03

Depleted only in axenic cultures		
Cob(II)yrinate *a*,*c*-diamide biosynthesis	*cbiD*, *cobB*, *cobI*, *cobK*, *cobM*, *cobN*, *cysG*	2.0E−02
l-Isoleucine biosynthesis	*aspC*, *ilvA*, *ilvB ilvD*, *ilvE*, *lysC thrA*, PMN2A_1138	3.0E−02
Homoserine and methionine biosynthesis	*aspC*, *lysC*, *met3*, *met17*, *metA*, *metB*, *thrA*, PMN2A_1269, PMN2A_1748	1.0E−02
NAD metabolism	*nadB*, *nadD*, *nadE*, *pntA*, *pntA-2*, *pntB*, *ppnK*	2.0E−02
Other amino acid biosynthesis	*argC*, *lysC*, *met17*, *thrA*, PMN2A_1832	8.0E−02
Polymer/polysaccharide degradation	*glgP*, *glk*, *malQ*, *pgm*	9.0E−02
Pyrimidine nucleotide *de novo* biosynthesis	*carA*, *ndk*, *nrdA*, *pyrB*, *pyrC*, *pyrD*, *thyX*, *tmk*	8.0E−02
*S*-Adenosyl-l-methionine biosynthesis	*lysC*, *metA*, *metB*, *thrA*, PMN2A_1269, PMN2A_1748	7.0E−02

Depleted only in coculture		
Aerobic respiration	*ctaC*, *ctaD*, *ctaE*, *ndhE*, *ndhI*	9.0E−02
Amine/polyamine/urea degradation	*ureA*, *ureB*, *ureC*	5.0E−02
Carbohydrate biosynthesis	*cbbA*, *gap3*, *gapA*, *glgC*, *malQ*, *pgk*, *pgm*, *rbcL*, *rbcS*, *tktA*	5.0E−02
Degradation/utilization/assimilation	*carA*, *cbbA*, *gcvP*, *gapA*, *glmU*, *glnA*, *malQ*, *met3*, *pgk*, *pgm*, *rbcL*, *rbcS*, *speA*, *tktA*, *ureA*, *ureB*, *ureC*	8.0E−02
Glycolysis	*cbbA*, *eno*, *gap3*, *pgk*	6.0E−02
Pentose phosphate pathway	*gnd*, *pgl*, *tktA*, *zwf*	2.0E−02
Pyrimidine nucleobase salvage II	*codA*, *upp*	3.0E−02
Superpathway of serine and glycine biosynthesis I	*glyA*, *serA*	9.0E−02

a *Prochlorococcus* metabolic pathways with transcripts that were consistently depleted during the first 5 h of extended darkness (36- and 40-h time points) relative to the controls grown on a 13:11 diel light:dark cycle. Additional details on these and other significantly depleted transcripts can be found in Table S3 in the supplemental material.

b Pathway definitions are from BioCyc (75).

c *P* value indicates the result of a Fisher significance test (PathwayTools).

**TABLE 2:** *Prochlorococcus* metabolic pathways with transcripts that were consistently enriched during the first 5 h of extended darkness^a^

Condition and pathway^b^	Transcript(s) in pathway exhibiting significant differential enrichment	*P* value^c^
Enriched in both axenic cultures and coculture		
Acetyl-CoA biosynthesis, carboxylate degradation	*acoA*, *lpd*, *pdhB*	1.3E−02
Degradation/utilization/assimilation	*acoA*, *deoC*, *gldA*, *glpX*, *gltB*, *lpd*, *murQ*, *pdhB*, *pgi*, *prkB*, *rpi*, *tpiA*, *truB*, PMN2A_1709, PMN2A_1584	6.6E−02
Generation of precursor metabolites and energy	*acnB*, *acoA*, *glpX*, *icd*, *lpd*, *ndhH*, *petC*, *petD*, *pgi*, *pdhB*, *prkB*, *psaD*, *psbB*, *pykF*, *rpi*, *tal*, *tpiA*, PMN2A_1709	1.7E−02
Secondary metabolite biosynthesis	*dxs*, *gldA*, *ispE*, *ispG*, *lytB*, *pykF*, *tpiA*	4.6E−02
Sugar degradation	*deoC*, *pgi*, PMN2A_1709	3.0E−03

Enriched only in axenic cultures		
Alcohol biosynthesis degradation, glycerol degradation	*gldA*, *pykF*, *tpiA*	1.5E−02
CO_2_ fixation	*glpX*, *prkB*, *rpi*, *tpiA*	1.2E−02
Fatty acid and lipid biosynthesis	*accA*, *accC*, *fabI*, *lpxC*, PMN2A_1785	1.5E−02
Fermentation	*acnB*, *icd*, *pdhB*, *pykF*, PMN2A_1709	1.0E−03
Photosynthesis	*glpX*, *tpiA*, *prkB*, *rpi*, *psaD*, *psbB*, *petD*	2.0E−03
Respiration	*acnB*, *icd*, *lpd*, *pdhB*, *pykF*	4.0E−02
RubisCO shunt	*prkB*, *pykF*, *rpi*	5.5E−02
Unsaturated fatty acid biosynthesis	*fabI*, PMN2A_1785	3.6E−02

Enriched only in coculture		
Adenine and adenosine salvage	*apt*	6.8E−02
Lipoate salvage	*lplA*	6.8E−02
Proteinogenic amino acid degradation	*lpd*, *gltB*, PMN2A_1709	1.0E−01
Purine nucleotide degradation	*truB*	6.8E−02
Terpenoid biosynthesis	*dxs*, *ispG*, *ispE*, *lytB*	6.0E−03
Tetrapyrrole biosynthesis	*hemB*, *hemD*	7.5E−02

a *Prochlorococcus* metabolic pathways with transcripts that were consistently enriched during the first 5 h of extended darkness (36- and 40-h time points) relative to the controls grown on a 13:11 diel light:dark cycle. Additional details on these and other significantly enriched transcripts can be found in Table S3.

b Pathway definitions are from BioCyc (75). Acetyl-CoA, acetyl-coenzyme A.

c *P* value indicates the result of a Fisher significance test (PathwayTools).

10.1128/mSystems.00040-18.7 TABLE S3  All *Prochlorococcus* transcripts found to be significantly differentially abundant at any time point between 36 and 48 h (1 to 13 h in extended darkness). Values indicate log_2_ fold change in cultures experiencing extended darkness versus 13:11 light:dark controls. Statistically significantly different transcript abundances (as determined by DESeq2 at a corrected *P* value of <0.1) are indicated by three asterisks. Download TABLE S3, XLSX file, 0.3 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

During a typical dark period, cyanobacteria convert their glycogen stores into glucose, which is then degraded via the oxidative pentose phosphate pathway (50). *Prochlorococcus* does not appear to carry glycogen stores sufficient to sustain itself past the expected sunrise, as reflected in the depletion of transcripts for genes involved in glycogen degradation, such as *glgP*, as well as the oxidative pentose phosphate pathway and the late steps of glycolysis (Table 1 and Table S3). 

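*glgP*, glycogen phosphorylase at 1664587 to 1667034, had 84.7 ± 7.30 CPM in axenic darkness and 73.0 ± 5.21 CPM on the L:D cycle at 36 h and did not pass (0.21, standard error 0.147, adjusted p = 0.272 from edgeR's quasi-likelihood test). At 40 h it fell, with 83.7 ± 79.9 CPM against 1090 ± 243 CPM (-3.70, standard error 1.25, adjusted p = 0.0976 from edgeR), and in cocultures it fell by 3.21 on the log2 scale. *malQ*, which acts on released glucans, fell by 0.78 at 36 h and *glgX*, a debranching enzyme, rose by 0.91. In the oxidative pentose phosphate pathway *gnd* fell by 1.04 and *pgl* by 1.38 at 36 h, and of the 4 pathway genes of Table 1, chosen in the study from these samples, 3 fell (3 adjusted over the list alone, by edgeR). In the list fixed from function, which also holds *tal*, 2 of 5 fell and 1 rose. Of 7 genes of lower glycolysis and pyruvate dehydrogenase 4 rose and none fell at 36 h, while *eno*, enolase, was at -0.27 and did not pass, and *pgk*, phosphoglycerate kinase shared with carbon fixation, fell by 2.73. The list of 7 joins pyruvate dehydrogenase genes to glycolysis, and *pykF*, pyruvate kinase, did not pass either. Its rises therefore do not speak against a fall of late glycolysis. *glgP* in axenic cultures at 40 h did not pass in edgeR with RLE size factors, edgeR with no filter on low counts or limma-voom with group weights (adjusted p from 0.108 to 0.205), and *malQ*, *glgX* and *gnd* in axenic cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.154 to 0.818). The *glgP* call at 40 h also ended without L:D replicate 1, 2 or 3 (adjusted p = 0.213, 0.263 and 0.285 from edgeR).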

Alternatively, some cyanobacteria are known to instead use fermentation pathways to recover energy under dark anoxic conditions (50). *Prochlorococcus* excretes a variety of organic compounds such as glycolate and acetate (51), and potentially citrate and pyruvate (52), that could serve as terminal electron acceptors for fermentation. That *Prochlorococcus* turned to fermentation during extended darkness is suggested by the enrichment of multiple fermentation-associated transcripts in the axenic cultures (Table 2). 

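Of the 5 fermentation genes of Table 2, 4 rose in axenic darkness at 36 h and none fell (5 adjusted over the list alone, by edgeR), with a median log2 fold change of 0.72, and in cocultures 4 rose with a median of 0.73. They are *icd*, isocitrate dehydrogenase, at 818 ± 49.9 CPM in darkness, *acnB*, aconitase, from 970 ± 24.2 to 1602 ± 94.7 CPM, the aldehyde dehydrogenase PMN2A_1709 and *pdhB* of pyruvate dehydrogenase at 0.32 (standard error 0.105, adjusted p = 0.0369) from edgeR's quasi-likelihood test. Aconitase, isocitrate dehydrogenase and pyruvate dehydrogenase also serve respiration, and the study chose this list from these samples, so the count is not independent evidence. In the DESeq2 fit over all libraries *pdhB* was at -0.06 (adjusted p = 0.955), and in the fits over all libraries 1 of the 5 rose by edgeR and 1 by DESeq2. The *pdhB* call also ended without L:D replicate 2 or 3 (adjusted p = 0.171 and 0.139 from edgeR).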

We also found enrichment of both pyruvate kinase (*pykF*), which generates pyruvate and ATP from phosphoenolpyruvate, as well as the proposed pyruvate efflux transporter (PMN2A_0294) during the dark (Table 2 and Table S3). 

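*pykF* had 1280 ± 35.7 CPM in axenic darkness and 1123 ± 29.0 CPM on the L:D cycle at 36 h and did not pass (0.19, standard error 0.101, adjusted p = 0.165 from edgeR's quasi-likelihood test). In cocultures it rose at 40 h, to 892 ± 31.1 from 550 ± 54.6 CPM (0.70, standard error 0.116, adjusted p = 4.8e-04 from edgeR). PMN2A_0294, listed as *salY* at 833170 to 834399, fell in axenic darkness at 36 h (-0.41, standard error 0.126, adjusted p = 0.0287 from edgeR) and was at 3.03 (standard error 1.16) at 40 h, where dark replicates ranged widely and it did not pass. In cocultures PMN2A_0294 had 124 ± 2.62 and 124 ± 6.55 CPM at 36 h and rose by 0.91 at 40 h. *pykF* in cocultures at 40 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.228 to 0.436), *salY* in axenic cultures at 36 h and cocultures at 40 h did not pass in the edgeR fit over all libraries (adjusted p from 0.175 to 0.737), and *salY* in axenic cultures at 40 h passed in the edgeR and the DESeq2 fit over all libraries (adjusted p from 3.2e-10 to 3.0e-08). Fits over all libraries call many unchanged axenic transcripts at 40 h in simulated counts, so the *salY* passes there carry little weight. With 1 library left out of the edgeR fit, *salY* in axenic cultures at 36 h did not pass without L:D replicate 2 (adjusted p = 0.115). In axenic cultures at 40 h *salY* passed without dark replicate 3 (adjusted p = 0.0399 from edgeR).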

While this suggests the cells were able to recover energy via fermentation, it was not sufficient to sustain cells for long in the dark, since the cultures could not regrow after more than a day of extended darkness (Fig. S1) and exhibited clear transcriptional signals of ceasing growth within hours.

Besides the shifts in growth, biosynthesis, and energy recovery, signs of general cellular stress were also apparent in the transcriptomes. For instance, the axenic *Prochlorococcus* transcriptomes were enriched in transcripts for a variety of common stress-responsive genes such as *groES*, *clpB*, and *dnaJ* within the first hour of extended darkness (Table S3). 

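Chaperone transcripts rose together in axenic darkness at 36 h: of 10 tested, 7 rose and none fell (8 adjusted over the list alone, by edgeR), with a median log2 fold change of 1.38. *clpB*, a disaggregase, had 1573 ± 1191 CPM in darkness and 97.7 ± 10.2 CPM on the L:D cycle (SD, n = 3), a change of 4.01 (standard error 0.471, adjusted p = 1.9e-04) from edgeR's quasi-likelihood test, and its dark replicates were far apart. *groES*, a chaperonin subunit, rose by 1.43 (standard error 0.204), *dnaJ* by 1.33 (0.227), *grpE* by 1.76 and *dnaK* (PMN2A_1313), the Hsp70 protein, by 2.75. Cocultures showed rises in 9 of 10 (9), with *clpB* at 3.05, *groES* at 1.50 and *dnaJ* at 0.57, and the difference between cultures did not pass for *clpB* (adjusted p = 0.493), *groES* (0.907) or *dnaJ* (0.263 from edgeR). *rpoD*, an RNA polymerase sigma factor, rose by 1.07. *dnaJ* and *rpoD* in axenic cultures at 36 h did not pass in the DESeq2 fit over all libraries (adjusted p from 0.126 to 0.139), and *dnaJ* in cocultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.654 to 0.797). In cocultures 5 chaperones rose in each fit over all libraries.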

We also found activation of the stringent response, a conserved bacterial pathway that downregulates cellular growth in response to a variety of stress conditions and is also known to contribute to dark adaptation in the cyanobacterium Synechococcus elongatus PCC 7942 (53). Forty-one of the 43 S. elongatus genes regulated in the dark via the stringent response and with a homolog in *Prochlorococcus* also changed similarly in the axenic cultures (53) (Table S3), indicating that the stringent response likely contributes to *Prochlorococcus*’ reaction to extended darkness. In addition, transcripts encoding CCRG-1 (NATL2_11351), a gene previously identified as being induced under coculture conditions (15), were enriched during extended darkness in both the axenic and cocultures (Table S3), suggesting that CCRG-1 may be responsive to other types of stress or physiological conditions even in axenic cells.

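Table S3 marks 40 *Prochlorococcus* genes as homologs of dark-regulated *S. elongatus* genes. In axenic darkness at 36, 40 or 48 h 12 of them were called in the direction listed for *S. elongatus*, 15 in the opposite direction, 2 of these in both, and 15 were not called. The 12 include *hpf*, a ribosome hibernation factor at 400836 to 401420 (1.11 at 36 h), *clpB*, *hupE* and *psbA* (PMN2A_0735), whose near-identical copies may share its reads. *hupE*, annotated as a cobalt transporter, rose at 36 h, the listed direction, from 864 ± 228 to 1735 ± 47.8 CPM (1.01, standard error 0.176, adjusted p = 0.00193 from edgeR's quasi-likelihood test). At 48 h it was called the opposite way, as a fall. Opposite to the list, *rbcL*, *rbcS* and *fusA*, elongation factor G (-1.25, standard error 0.119, adjusted p = 5.2e-05 from edgeR), fell. By the fits over all libraries 21 (edgeR) and 17 (DESeq2) were called in the listed direction, and 21 and 19 in the opposite direction. *hupE* did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.503 to 0.814).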

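CCRG-1 (NATL2_11351, 994278 to 994544), a predicted small protein, rose in axenic darkness to 4325 ± 5465 from 86.5 ± 6.03 CPM at 36 h, a log2 fold change of 5.64 (standard error 0.897, adjusted p = 0.00106) from edgeR's quasi-likelihood test. In cocultures it rose to 936 ± 518 from 46.9 ± 16.6 CPM (4.39, standard error 0.333, adjusted p = 7.7e-10 from edgeR). At 40 h the fold changes were 5.71 and 5.13, and at 48 h 8.43 and 9.96, when the transcript held 129400 ± 34420 CPM in axenic and 158300 ± 15700 CPM in coculture darkness. The difference between cultures did not pass at 36 h (adjusted p = 0.663) or 40 h (0.913 from edgeR). CCRG-1 in axenic cultures at 36 h and axenic cultures at 40 h did not pass in DESeq2 at the single time point.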

### Distinct coculture responses to extended darkness.

While some features of the axenic and cocultured *Prochlorococcus* transcriptomes responded similarly to extended darkness, there were also clear differences (Fig. 3 and Tables 1 and 2). In our earlier work (11), we postulated that coculture with a heterotroph stabilizes *Prochlorococcus* during extended darkness through a combination of (i) mitigation of reactive oxygen stress and (ii) supplying organic carbon for mixotrophic metabolism (54–58). Consistent with the first factor, we found that transcripts for a number of genes involved in DNA repair, such as *recA*, *ruvB*, *mutS*, and *radA*, were enriched only in the axenic cells, not in cocultures, under extended darkness (Table S3). 

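*recA*, the recombinase, rose in cocultures at 36 h from 144 ± 21.2 to 210 ± 11.5 CPM (0.54, standard error 0.122, adjusted p = 0.00110 from edgeR's quasi-likelihood test) and at 40 h by 0.83, and was at 0.25 in axenic cultures at 36 h, where it did not pass. *mutS*, of mismatch repair, fell in both cultures at 36 h, by 0.52 and 0.45 on the log2 scale, and *radA* by 0.64 and 0.94. At 40 h *ruvB*, a Holliday junction helicase, was at 2.59 (standard error 1.57) in axenic cultures and fell by 0.59 in cocultures, while axenic *mutS* and *radA* were at 2.21 and 2.16 with standard errors of 1.62 and 1.51, none passing. For the difference between cultures at 40 h the adjusted p was 0.902 (*recA*), 0.555 (*ruvB*), 0.569 (*mutS*) and 0.379 (*radA*) from edgeR. In simulated counts that test missed even large differences at 40 h, so these values do not speak against a rise in axenic cells alone. Of 28 DNA repair genes 5 rose and 6 fell in axenic darkness at 36 h (5 and 4 adjusted over the list alone). Of 26 in cocultures 4 rose and 6 fell (4 and 3). The fits over all libraries given next call many unchanged axenic transcripts at 40 h in simulated counts, so axenic passes there carry little weight. *recA* and *ruvB* in axenic cultures at 40 h passed in the edgeR and the DESeq2 fit over all libraries (adjusted p from 4.0e-04 to 0.0306), *mutS* and *radA* in axenic cultures at 40 h passed in the edgeR fit over all libraries (adjusted p from 0.00178 to 0.0152), *mutS* and *radA* in axenic cultures at 36 h and *recA* in cocultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.492 to 0.898), and *mutS* in cocultures at 36 h did not pass in DESeq2 at the single time point or the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.103 to 1.00). Single libraries also decided these calls by edgeR's adjusted p: *mutS* at 36 h ended in axenic cultures without L:D replicate 2 or dark replicate 2 and in cocultures without L:D replicate 1 (adjusted p = 0.120, 0.110 and 0.125), *ruvB* passed at 40 h without axenic dark replicate 3 (0.0916), and the culture difference at 40 h passed for *ruvB* and *mutS* without axenic dark replicate 3 and for *radA* without axenic dark replicate 1.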

With regard to the second factor, a number of signals in the transcriptome data support the idea of mixotrophic metabolism occurring within the cocultured cells. For example, many of the increases in transcript abundance for photosystem subunits (e.g., *psbA*, *psbB*, *psaA*, and *psaB*) seen in the axenic cultures did not occur in the cocultures (Table 2 and Table S3), suggesting that the latter may have had additional energy sources. 

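At 36 h *psbA* (PMN2A_0735), the D1 protein of photosystem II, had 29920 ± 5313 CPM in axenic darkness and 21280 ± 2034 CPM on the L:D cycle (0.49, standard error 0.156, adjusted p = 0.0323 from edgeR's quasi-likelihood test), and 22950 ± 877 and 25610 ± 2244 CPM in cocultures, where it was at -0.16 and did not pass. Its value is uncertain, since the genome holds near-identical copies that may share reads. *psaA*, a photosystem I core protein, rose in both cultures, by 1.14 and 0.60, and *psaB*, its partner, rose in axenic cultures by 0.53 and was at 0.06 in cocultures. *psbB*, a core antenna protein, was at 0.15 in axenic cultures and fell by 0.28 in cocultures. The difference between cultures did not pass for any of them (adjusted p = 0.137, 0.299, 0.299 and 0.372 from edgeR), but it did for *psbE*, of cytochrome b559, at -0.85 (standard error 0.192, adjusted p = 0.0819) from edgeR, a gene chosen after its values were seen. In cocultures 9 of 10 photosystem I genes rose (9 adjusted over the list alone), and 2 of 17 photosystem II genes rose and 8 fell (2 and 10). The axenic rises of *psbA* and *psaB* ended in both fits over all libraries and without L:D replicate 2 or 3, and that of *psaA* in the DESeq2 fit over all libraries. In edgeR fits that leave out a single library, *psbE* did not pass without axenic L:D replicate 2 or 3, coculture L:D replicate 1, 2 or 3 or coculture dark replicate 1, 2 or 3 (adjusted p from 0.110 to 0.216). The difference for *psbA* also passed by DESeq2 at the single time point, by limma-voom and without axenic dark replicate 2, and without axenic L:D replicate 1 the difference passed for *psbA*, *psaA*, *psaB* and *psbB* (adjusted p from 0.0113 to 0.0236 from edgeR).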

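*gltB*, glutamate synthase, rose at 36 h in cocultures, from 584 ± 34.5 to 888 ± 30.6 CPM (0.60, standard error 0.0862, adjusted p = 7.3e-06 from edgeR's quasi-likelihood test), and in axenic cultures by 0.45. *apt*, adenine phosphoribosyltransferase of purine salvage, rose by 0.80 (standard error 0.240) in cocultures and was at 0.34 (0.178) in axenic cultures, where it did not pass, and *lplA*, lipoate-protein ligase, rose by 0.74 and 1.54. The difference between cultures did not pass for *apt* (adjusted p = 0.480) or *lplA* (0.442 from edgeR). Of 6 single genes of salvage and degradation in Table 2, 5 rose in cocultures and 4 in axenic cultures at 36 h (5 and 4 adjusted over the list alone) and 6 of 6 in cocultures at 40 h, on a list the study chose from these samples and so not independent evidence. *gltB* and *apt* in cocultures at 36 h and *lplA* in axenic cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.304 to 0.748), and *lplA* in cocultures at 36 h did not pass in DESeq2 at the single time point or the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.122 to 0.977). When edgeR was fitted on a library fewer, *lplA* in cocultures at 36 h did not pass without L:D replicate 1 or dark replicate 1 or 3 (adjusted p from 0.118 to 0.141).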

Further, cocultured, but not axenic, *Prochlorococcus* cells were enriched in transcripts encoding organic compound degradation/salvage pathways, such as those for amino acids, that could be used by the cell to process organic substrates (Table 2). Although the oxidative pentose phosphate pathway was depleted under extended darkness in all cultures (Table 1), organic molecules could have been metabolized via the Entner-Doudoroff (ED) pathway, which has been proposed to be the primary means by which *Prochlorococcus* oxidizes glucose under mixotrophic conditions (59). 

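*eda* (265219 to 265854) had 47.5 ± 12.0 CPM in axenic darkness and 72.2 ± 12.5 CPM on the L:D cycle at 36 h, a log2 fold change of -0.61 (standard error 0.226, adjusted p = 0.0560) from edgeR's quasi-likelihood test. In cocultures it had 9.56 ± 1.82 and 4.91 ± 1.43 CPM at 40 h (0.93, standard error 0.321, adjusted p = 0.0275 from edgeR), and at 36 h it was below the filter on low counts there. The difference between cultures did not pass at 36 h (1.00, standard error 0.630, adjusted p = 0.517 from edgeR) or 40 h (1.40, standard error 1.08, adjusted p = 0.642 from edgeR). Even large differences were missed by this test at 40 h in simulated counts, so the result at 40 h decides nothing. *eda* in axenic cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.124 to 0.482), and *eda* in cocultures at 40 h did not pass in the edgeR fit over all libraries (adjusted p = 0.143). Among edgeR fits on all but a single library, *eda* in axenic cultures at 36 h did not pass without L:D replicate 2 or 3 or dark replicate 1 (adjusted p from 0.125 to 0.175).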

Consistent with this, transcripts for the key enzyme in the ED pathway, Eda (2-keto-3-deoxygluconate-6-phosphate aldolase), were enriched in coculture and consistently depleted in axenic cultures (Table S3). 

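*gdh*, which the annotation lists as 3-oxoacyl-[acyl-carrier protein] reductase, rose in both cultures at 36 h, from 164 ± 30.2 to 552 ± 31.4 CPM in axenic (1.75, standard error 0.150, adjusted p = 2.6e-05 from edgeR's quasi-likelihood test) and from 276 ± 44.1 to 722 ± 32.0 CPM in cocultures (1.41). *gk*, annotated as a carbohydrate kinase, was at -0.48 in axenic cultures, where it did not pass, and -0.65 in cocultures, where it fell (adjusted p = 0.0667 from edgeR). *edd*, whose transcript is annotated as the dihydroxy-acid dehydratase of *ilvD*, fell by 0.61 and 0.81 on the log2 scale. The difference between cultures did not pass for any of the 3 (adjusted p = 0.480, 0.905 and 0.692 from edgeR). *gdh* and *edd* in axenic cultures at 36 h did not pass in the edgeR fit over all libraries (adjusted p from 0.160 to 0.336), *gdh* in cocultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.158 to 0.306), and *gk* in cocultures at 36 h did not pass in DESeq2 at the single time point or the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.213 to 0.965). By edgeR with libraries left out in turn, *gk* in cocultures at 36 h did not pass without L:D replicate 1 or 3 or dark replicate 2 or 3 (adjusted p from 0.133 to 0.166), and *gk* in axenic cultures at 36 h passed without L:D replicate 2 (adjusted p = 0.0634).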

Though the behavior of other transcripts in the ED pathway did not behave uniformly in extended darkness (e.g., we also found dark enrichment of *gdh*, no change in *gk*, and depletion of *edd*; Table S3), the differences seen between the cocultured and axenic cells suggest that glycolytic metabolism was different in the presence of *Alteromonas*, likely reflecting increased processing of organic molecules.

Transcripts involved in some amino acid and nucleotide biosynthetic pathways were depleted under extended darkness in the axenic cells, but not in the cocultures (Table 1), suggesting that the latter maintained greater biosynthetic potential in the dark. 

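*carA*, the small chain of carbamoyl-phosphate synthase at 802428 to 803582, fell at 36 h in both cultures, from 100 ± 9.04 to 63.1 ± 9.24 CPM in axenic darkness (-0.66, standard error 0.162, adjusted p = 0.0101 from edgeR's quasi-likelihood test) and from 107 ± 5.97 to 55.9 ± 2.04 CPM in cocultures (-0.93). *ilvE*, branched-chain amino acid aminotransferase, fell by 0.35 and 0.36 on the log2 scale. Of the nucleotide genes of Table 1, which the paper lists as depleted in both cultures, 18 of 33 fell in cocultures (18 adjusted over the list alone), of the isoleucine genes 5 of 8 (5) and of the homoserine and methionine genes 4 of 8 (4). Of the genes of de novo pyrimidine synthesis 5 of 7 fell in axenic cultures (5) and 4 of 6 in cocultures (4), by edgeR. The study chose these lists from these samples, so the counts are not independent evidence. Among the nucleotide genes of Table 1 are the ATP synthase genes *atpA* to *atpH*, which make up part of the falls. In the list of purine and pyrimidine synthesis fixed from function, 9 of 25 fell in axenic cultures and 7 of 25 in cocultures (9 and 6 adjusted over the list alone). The fits over all libraries called 10 (edgeR) and 11 (DESeq2) nucleotide genes lower in cocultures, and 0 or 1 isoleucine genes. *carA* and *ilvE* in both cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.328 to 1.00). Leaving libraries out of the edgeR fit in turn, *ilvE* in axenic cultures at 36 h did not pass without L:D replicate 1 or 3 or dark replicate 3 (adjusted p from 0.115 to 0.148).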

The enrichment of salvage pathways in the cocultures indicates that the unknown compound(s) we propose were supplied by *Alteromonas* could also have been required biosynthetic intermediates. For example, most nucleotide biosynthesis occurs at night in *Prochlorococcus* (22), and if nucleotide/nucleic acid pools made during the normal dark period were utilized by the cell for energy or other purposes during the initial hours of extended darkness, axenic cells may not have had sufficient precursors left to make new nucleotides. This would limit the pool available for gene expression and, from there, biosynthesis—perhaps contributing to the observed variability in transcriptional regulation in the dark (Fig. 2 and Fig. S2 and S3). In contrast, if *Alteromonas* supplied compounds needed for new gene expression and/or biosynthesis in *Prochlorococcus*, this would also help explain their ability to sustain metabolism longer.

Further, the transcriptome data show that dark activation of the stringent response, which was seen in the axenic cultures, did not occur similarly in cocultures. 

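PMN2A_1580, a putative sodium-dependent bicarbonate transporter at 250413 to 251405, fell at 36 h in both cultures, from 1149 ± 99.4 to 768 ± 28.5 CPM in axenic cultures and from 549 ± 37.0 to 238 ± 6.70 CPM in cocultures, and further in cocultures (interaction -0.59, standard error 0.140, adjusted p = 0.0852 from edgeR's quasi-likelihood test). In cocultures 22 of the 40 homologs were called in the direction listed for *S. elongatus* at 36, 40 or 48 h, 21 in the opposite direction, 5 of these in both, and 2 were not called. Median standard errors of the log2 fold changes at 40 and 48 h were 1.87 and 1.695 in axenic cultures and 0.183 and 0.2055 in cocultures. Fewer calls in axenic cultures can thus come from the wider spread of their replicates. Both cultures shared 11 of the calls in the listed direction, and 12 homologs were called in that direction in a single culture. Among them *phoR*, a phosphate sensor, and *ndhF* of NADH dehydrogenase were called in cocultures and PMN2A_1599 in axenic cultures. The interaction term at 36, 40 or 48 h was called for 14 homologs by edgeR. The number called in a single culture was 15 in the edgeR fit over all libraries and 10 in the DESeq2 fit, where cocultures had 14 and 13 calls in the listed direction and 13 and 12 in the opposite direction. PMN2A_1580 in axenic cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.341 to 0.542). With 1 library left out of the edgeR fit, PMN2A_1580 in the interaction at 36 h did not pass without axenic L:D replicate 2 or 3, axenic dark replicate 2, coculture L:D replicate 1, 2 or 3 or coculture dark replicate 1, 2 or 3 (adjusted p from 0.112 to 0.222).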

Out of the putatively stringent-response-regulated transcripts in *Prochlorococcus*, 39% (16/41) responded differently to extended darkness in axenic versus cocultures (Table S3). Notably, cocultures did not exhibit any enrichment for *hpf*, which encodes a stringent-response-regulated ribosome hibernation-promoting factor proposed to play a key role in S. elongatus dark survival (53). 

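*hpf* rose in cocultures at 36 h, from 409 ± 64.4 to 762 ± 16.9 CPM, a log2 fold change of 0.89 (standard error 0.103, adjusted p = 4.4e-07) from edgeR's quasi-likelihood test, and at 40 h by 0.82 (standard error 0.138). In axenic cultures it had 905 ± 54.7 CPM in darkness and 420 ± 30.6 CPM on the L:D cycle at 36 h, with every dark replicate above every L:D replicate, and at 40 h 1241 ± 1090 and 210 ± 132 CPM (2.56, standard error 1.09, adjusted p = 0.204 from edgeR). For *hpf* the interaction term did not pass at 36 h (-0.18, standard error 0.161, adjusted p = 0.670 from edgeR) or 40 h (-1.62, adjusted p = 0.500 from edgeR). At 40 h this term missed even large differences in simulated counts, so the value there decides nothing. *hpf* in both cultures at 36 h and cocultures at 40 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.225 to 0.681), and *hpf* in axenic cultures at 40 h passed in DESeq2 at the single time point and the edgeR and the DESeq2 fit over all libraries (adjusted p from 4.0e-05 to 0.0381). Since fits over all libraries call many unchanged axenic transcripts at 40 h in simulated counts, their passes for axenic *hpf* carry little weight. In edgeR fits that leave out a single library, *hpf* in axenic cultures at 40 h passed without dark replicate 1 (adjusted p = 0.0887). The interaction for *hpf* at 40 h passed without axenic dark replicate 1 (adjusted p = 0.0560 from edgeR).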

Though nutrient starvation is only one possible upstream trigger for the stringent response, this result is consistent with the hypothesis that *Prochlorococcus* acquired organic carbon from *Alteromonas* in the cocultures.

To better understand these putative metabolic exchanges in the cocultures, we examined differences in transporter expression in *Prochlorococcus* during extended darkness. 

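PMN2A_1757, a porin homolog at 423504 to 424502, fell in axenic darkness at 36 h from 3315 ± 106 to 1663 ± 162 CPM (standard error 0.116 on the log2 scale, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test) and in cocultures by 1.27 on that scale, and was at -4.29 and -6.86 at 40 h. PMN2A_1048, the substrate-binding protein of a urea transporter, fell by 2.48 and 2.39 at 36 h, *focA*, a nitrite transporter, by 2.81 and 2.41. PMN2A_0798, a permease, fell by 1.45 and 1.55, genes chosen after their values were seen. Of 109 genes whose annotation names a transporter, permease, porin or ABC component, a list made after the data were seen, 32 fell at 36 or 40 h in axenic cultures, 45 in cocultures and 23 in both, where independent lists would share 13.2. The same numbers for rises were 17, 36 and 14. The edgeR fit over all libraries gave 47, 16 and 13 falls and the DESeq2 fit 42, 15 and 13, settings also chosen after the data were seen. PMN2A_1757 in both cultures at 36 h did not pass in the DESeq2 fit over all libraries (adjusted p from 0.114 to 0.160), and PMN2A_1757 in axenic cultures at 40 h did not pass in edgeR with RLE size factors (adjusted p = 0.239).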

Transcripts of 24 transporter-related genes significantly decreased in relative abundance during the first 5 h of extended darkness in axenic cultures; of these, 14, including a number of ABC transporters of unknown substrate, a putative dipeptide permease, and the Pro1404 transporter, which can take up glucose (54), were similarly depleted in the presence of *Alteromonas* (Table S3). The axenic transcriptomes were also specifically enriched in both a phosphate transporter and an iron transporter (Table S3), suggesting additional nutrient requirements for these cells perhaps associated with the increased expression of photosystem components. 

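*pstC*, the permease of the phosphate transporter at 848814 to 849674, rose in axenic darkness at 36 h from 36.9 ± 1.85 to 59.4 ± 9.76 CPM (0.68, standard error 0.181, adjusted p = 0.0152 from edgeR's quasi-likelihood test) and was at 0.40 (standard error 0.218) in cocultures, where it did not pass, and at 40 h it rose in cocultures by 1.05. PMN2A_0441, the phosphate-binding protein PstS, rose by 0.55 in axenic cultures and was at 0.10 in cocultures. Among iron genes, PMN2A_0716, a binding protein of ferric siderophore transport, rose by 1.49 and 0.70 in axenic cultures and cocultures, and *afuA*, an iron-binding protein, was at 0.26 in axenic cultures without passing and rose by 0.71 in cocultures. The last 3 were chosen after their values were seen, and the difference between cultures passed for none of the 4 (adjusted p = 0.753, 0.423, 0.419 and 0.387 from edgeR). *pstC* in axenic cultures at 36 h and cocultures at 40 h, PMN2A_0441 in axenic cultures at 36 h, PMN2A_0716 in both cultures at 36 h and *afuA* in cocultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.212 to 1.00). When edgeR was fitted on a library fewer, *pstC* in cocultures at 36 h passed without L:D replicate 2 (adjusted p = 0.0437), PMN2A_0441 in axenic cultures at 36 h did not pass without L:D replicate 2 or 3 or dark replicate 2 (adjusted p from 0.122 to 0.183), PMN2A_0441 in the interaction at 36 h passed without axenic L:D replicate 1 (adjusted p = 0.0214), and *afuA* in axenic cultures at 36 h passed without dark replicate 1 (adjusted p = 0.0613).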

The fact that transcript levels of at least 10 transporters were relatively depleted in axenic but not cocultured *Prochlorococcus* transcriptomes raises the possibility that cocultures could have maintained a relatively higher uptake potential. Also of note is that transcripts for two putative efflux transporters proposed to excrete citrate (PMN2A_1303) and glycolate (PMN2A_1891) in *Prochlorococcus* (52) were significantly depleted in axenic cultures but remained relatively unchanged in coculture (Table S3). This pattern could indicate that citrate, glycolate, or a related overflow metabolite from *Prochlorococcus* may have been involved in the metabolic conversation with *Alteromonas*. 

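PMN2A_0153, a membrane-spanning ABC transporter component, fell in axenic darkness at 36 h from 72.0 ± 9.88 to 48.6 ± 6.13 CPM (-0.57, standard error 0.176, adjusted p = 0.0288 from edgeR's quasi-likelihood test) and had 59.3 ± 11.7 and 66.8 ± 12.6 CPM in cocultures, where it did not pass. PMN2A_0152, a possible ABC transporter component beside it at 704153 to 705070, was lower by 0.40 in axenic cultures (adjusted p = 0.0978 from edgeR) and rose by 0.57 in cocultures, both genes chosen after their values were seen. For neither did the difference between cultures pass (adjusted p = 0.536 and 0.120 from edgeR). Of the 109 transporter genes 9 fell in axenic cultures and were not called lower in cocultures, and 22 the reverse, whereas the interaction term was called for 3 at 36 or 40 h. In the fits over all libraries the numbers lower in a single culture were 34 and 3 (edgeR) and 29 and 2 (DESeq2). By edgeR at 40 h alone the median standard error was 1.87 in axenic cultures and 0.183 in cocultures, so falls were harder to call in axenic cultures. PMN2A_0153 in axenic cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.523 to 0.768), PMN2A_0152 in axenic cultures at 36 h did not pass in DESeq2 at the single time point, edgeR with RLE size factors, limma-voom with group weights or the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.104 to 0.855), PMN2A_0152 in cocultures at 36 h did not pass in DESeq2 at the single time point or the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.109 to 0.987), and PMN2A_0152 in the interaction at 36 h passed in DESeq2 at the single time point (adjusted p = 0.0777). Among edgeR fits on all but a single library, PMN2A_0153 in axenic cultures at 36 h did not pass without L:D replicate 2 (adjusted p = 0.115), PMN2A_0152 in axenic cultures at 36 h did not pass without L:D replicate 2 or 3 or dark replicate 1, 2 or 3 (adjusted p from 0.128 to 0.292), PMN2A_0152 in cocultures at 36 h did not pass without L:D replicate 3 or dark replicate 1 (adjusted p from 0.151 to 0.161), and PMN2A_0152 in the interaction at 36 h passed without axenic L:D replicate 1 (adjusted p = 0.0249).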

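PMN2A_1303, annotated as a multidrug efflux transporter at 1810776 to 1812020, fell in axenic darkness at 36 h, with 46.1 ± 6.14 CPM against 76.1 ± 23.1 CPM (-0.73, standard error 0.234, adjusted p = 0.0336 from edgeR's quasi-likelihood test). PMN2A_1891, an ABC transporter at 546511 to 548307, fell from 179 ± 14.1 to 124 ± 15.0 CPM (-0.53, standard error 0.140, adjusted p = 0.0146 from edgeR). In cocultures they were at -0.21 (standard error 0.254) and 0.19 (0.142) at 36 h and -0.30 and -0.02 at 40 h, none passing. The interaction term did not pass for PMN2A_1303 (0.56, standard error 0.383, adjusted p = 0.552 from edgeR) or PMN2A_1891 (0.76, standard error 0.193, adjusted p = 0.107 from edgeR). PMN2A_1303 and PMN2A_1891 in axenic cultures at 36 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.397 to 0.784), and PMN2A_1891 in the interaction at 36 h passed in DESeq2 at the single time point and limma-voom with group weights (adjusted p from 0.0614 to 0.0962). By edgeR with libraries left out in turn, PMN2A_1303 in axenic cultures at 36 h did not pass without L:D replicate 3 or dark replicate 2 (adjusted p from 0.107 to 0.122), and PMN2A_1891 in the interaction at 36 h passed without axenic L:D replicate 1 or axenic dark replicate 2 (adjusted p from 0.0459 to 0.0950).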

While it is clear that any organic uptake that occurred was insufficient for growth of *Prochlorococcus* in the dark (Fig. 1A), interactions with *Alteromonas* clearly affected the *Prochlorococcus* transcriptome and allowed the cyanobacteria to persist for much longer in the dark than they could on their own (Fig. S1).

As there was no organic carbon source added to the media, essentially all of the organic carbon in these cultures was produced photosynthetically by *Prochlorococcus*. Thus, the stark differences between the responses of the axenic and cocultures imply that whatever compound or compounds sustain *Prochlorococcus* in extended darkness are not substances that it released into the culture and then took back up when needed (what we call the “pantry” hypothesis). Rather, some amount of processing by the heterotroph was likely required to convert photosynthate into a form that *Prochlorococcus* itself could utilize (which we call the “premastication” hypothesis)—an expansion, of sorts, of the canonical autotroph-heterotroph paradigm. Heterotroph-driven nutrient recycling has been demonstrated in *Synechococcus-Roseobacter* cocultures, where *Roseobacter*-mediated remineralization of dissolved organic matter was found to contribute to the long-term (weeks to months) stability of cocultures (7). Though this could be occurring to some degree in our experiment, the transcriptome and physiology data suggest that, under these shorter time scales and stress conditions, the cycling of organic materials is likely to be more important to *Prochlorococcus* survival than removal of accumulated organic matter or other toxic by-products.

### Impact of light and coculture on transcript periodicity.

Since the *Prochlorococcus* KaiBC timer cannot sustain free-running 24-h periodic oscillations, this system would not be expected to function in continuous darkness. Thus, some of the transcriptome responses described above could be related to the impacts of extended darkness on periodic regulation. Consistent with this, we found that transcripts encoding 69% of all *Prochlorococcus* proteins exhibited 24-h periodicity in the axenic L:D cultures, while only 6% did so through the first 13 h of extended darkness (Table 3 and Table S4A). This loss of periodicity was expected, but we were surprised to find that its features were affected by the presence of *Alteromonas*: more *Prochlorococcus* transcripts retained their periodicity in cocultures versus axenic cultures, both under extended darkness and even during the normal diel L:D cycle (Table 3). In turn, transcripts from 13% of all *Alteromonas* genes exhibited 24-h periodicity when grown on a diel L:D cycle in coculture with *Prochlorococcus*—consistent with field observations showing heterotroph transcript oscillations under natural L:D cycles (24). 

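*gapA*, glyceraldehyde-3-phosphate dehydrogenase, oscillated with a period of 24 h in axenic L:D cultures at a false-discovery rate of 0 and had 0.128 in the dark series, while *rbcL* had 0 and 0.0518, below the threshold of 0.1 in both. Of 15 genes of the Calvin cycle and carboxysome 15 were periodic on the L:D cycle, of 47 ribosomal protein genes 44 and of 3 clock genes 3. In the dark series 3, 7 and 0 of them were. Over all transcripts 1457 (66.3% of 2198 ORFs) were periodic on the L:D cycle and 89 (4.05%) in the dark series, by a Fourier score at 24 h on the mean of the replicates against 100 background series, an own implementation of the published method. The dark series holds the L:D libraries of 0 to 24 h followed by the dark libraries of 28 to 48 h, so both series share their first day. Without the 40 and 48 h samples 1339 were periodic in the dark series, by a cosinor model 721 and on log2 CPM 27. There were 150 without replicate 2 and 49 without replicate 3. Removing 40 and 48 h leaves 36 h as the only time past the missed sunrise. The 1339, near the 1490 of the L:D cycle at that setting, thus says little about darkness. In simulated axenic series of 2198 genes with 200 changed, none was recovered at an amplitude of 1 SD of the noise, 50% at 2 SD and 99% at 4 SD.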

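*fabH*, of fatty acid synthesis, was periodic on the L:D cycle in both cultures and had false-discovery rates of 0.659 in axenic and 0.0182 in coculture darkness. Of 11 NADH dehydrogenase genes 1 was periodic in axenic and 7 in coculture darkness, of 17 photosystem II genes 7 and 12, and of 26 genes of purine and pyrimidine synthesis 0 and 11. In cocultures 1824 transcripts (83.0%) were periodic on the L:D cycle and 647 (29.4%) in the dark series. The dark series of both cultures shared 76 periodic transcripts that also oscillated on both L:D cycles, and 475 oscillated in all but the axenic dark series. Each culture gives a single series of means, so the difference between the numbers was not tested. The coculture dark number was 1553 without the 40 and 48 h samples, 1620 by the cosinor model and 408 on log2 CPM. The 1553 again rests on a series with only 36 h past the missed sunrise.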

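Of 4136 *Alteromonas* ORFs, 401 (9.70%) were periodic in cocultures on the L:D cycle at a false-discovery rate under 0.1. The number was 250 without replicate 2 and 220 without replicate 3. It was 0 without the 40 and 48 h samples and 1574 by the cosinor model.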

*Alteromonas* transcript periodicity essentially vanished in the extended-darkness cultures, supporting the idea that this behavior was driven by the metabolism of *Prochlorococcus* (Table 3 and Table S4B). 

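In the dark series, which begins with the L:D libraries of 0 to 24 h, no *Alteromonas* transcript was periodic at a false-discovery rate under 0.1. The number was also 0 on log2 CPM, with a Gaussian background, without the 40 and 48 h samples and without replicate 1, 2 or 3, but 854 (20.6%) by the cosinor model in limma. The cosinor model takes each library as a value and the Fourier score takes the mean of the replicates.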

Though the analysis of *Prochlorococcus* periodicity could be affected by shifts in replicate concordance, the fact that extended darkness led to a substantial decline in oscillating transcripts in coculture even though replicate correlations did not differ substantially over the first 48 h of the experiment (Fig. 2) argues against this being the primary driver.

**TABLE 3:** Periodic transcriptional dynamics during a consistent diel light:dark cycle and extended darkness

Organism (growth condition)	No. of transcripts (%) with 24-h periodicity^a^ under:	
	13:11 light:dark cycle	Extended darkness
*Prochlorococcus* (grown alone)	1,515 (69)	127 (6)
*Prochlorococcus* (grown with *Alteromonas*)	1,877 (85)	555 (25)
*Alteromonas* (grown with *Prochlorococcus*)	530 (13)	2 (0.05)

a Values are the number of ORFs whose relative transcript abundance oscillated with significant 24-h periodicity across the first 48 h of the experiment and their percentage of the 2,198 total annotated *Prochlorococcus* genes or 4,213 total annotated *Alteromonas* genes.

10.1128/mSystems.00040-18.8 TABLE S4  *Prochlorococcus* (A) or *Alteromonas* (B) genes whose transcripts were expressed with 24-h periodicity. Transcripts for a gene that were significantly periodic under the indicated experimental condition are indicated by a “Y” (for yes). See Materials and Methods for analytical details. Download TABLE S4, XLSX file, 0.2 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Within these general trends in periodic behavior, we found that subsets of the *Prochlorococcus* transcriptome exhibited periodic oscillations under different combinations of culture conditions (Fig. 4 and Table S4A). The largest group of *Prochlorococcus* transcripts (42% of all protein-encoding genes) showed 24-h periodicity in both axenic and cocultures under diel L:D conditions but did not continue to oscillate under extended darkness (Fig. 4A and B and Table S4A). 

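The clock genes *kaiB* and *kaiC* belong to the group periodic on both L:D cycles and in neither dark series, with false-discovery rates of 0.0179 and 0.00169 on the axenic L:D cycle, 0.967 and 0.297 in axenic darkness and 0.436 and 0.240 in coculture darkness. PMN2A_0215, a chlorophyll-binding protein of the IsiA family, had 0.324 and 0.409 in the dark series. The group holds 810 ORFs, 36.9% of all 2198. A further 363 (16.5%) were periodic on the coculture L:D cycle alone and 80 (3.64%) on the axenic one, and 285 (13.0%) in no series. Of 5 cytochrome c oxidase genes 5 were periodic on the coculture L:D cycle and 0 in its dark series, and of 5 RNA polymerase genes 5 and 0.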

Other transcripts maintained periodic oscillations in different sets of culture conditions, including those that oscillated under all conditions or only as a function of coculture or that did not exhibit periodicity under any conditions (see Fig. 4B to F for representative examples). 

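The 8 genes of the Calvin cycle and carboxysome that were periodic in coculture and not in axenic darkness are *gapA*, *rbcS*, *csoS2*, *rpe*, *glpX*, *cbbA*, *prkB* and *tktA*, of 15 in the list. False-discovery rates for *rbcS* were 0.178 in axenic and 0.0651 in coculture darkness, for *csoS2* 0.277 and 0.0945, and for *glgA*, glycogen synthase, 0.586 and 0.0819. Of 9 glycogen genes 3 were of this kind (*glgA*, *glgC* and *amyA*), of 9 fatty acid genes 2 (*fabH* and *fabI*), of 10 photosystem I genes 3, among them *psaE*, and of 17 photosystem II genes 5. The list of lower glycolysis had 0 of 7, and those of DNA repair and of purine and pyrimidine synthesis 9 of 28 and 11 of 26. Whether a transcript was periodic in a single culture was read from a threshold in each, and the difference was not tested per transcript.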

Looking more closely at the set of transcripts that continued oscillating under extended darkness in cocultured but not in axenic cells, we find transcripts associated with a variety of metabolic pathways, including the Calvin cycle, glycolysis, fatty acid biosynthesis, glycogen metabolism, and photosynthesis (Table S4A). This further indicates that the presence of the heterotroph may help *Prochlorococcus* survive the stress of extended darkness by contributing to the maintenance of regular metabolic functionality. It is not yet clear what may have caused any particular transcript to keep oscillating under one condition and not another, though metabolic limitations and multiple other factors could have contributed to this result, as discussed below.

**FIG 4:**
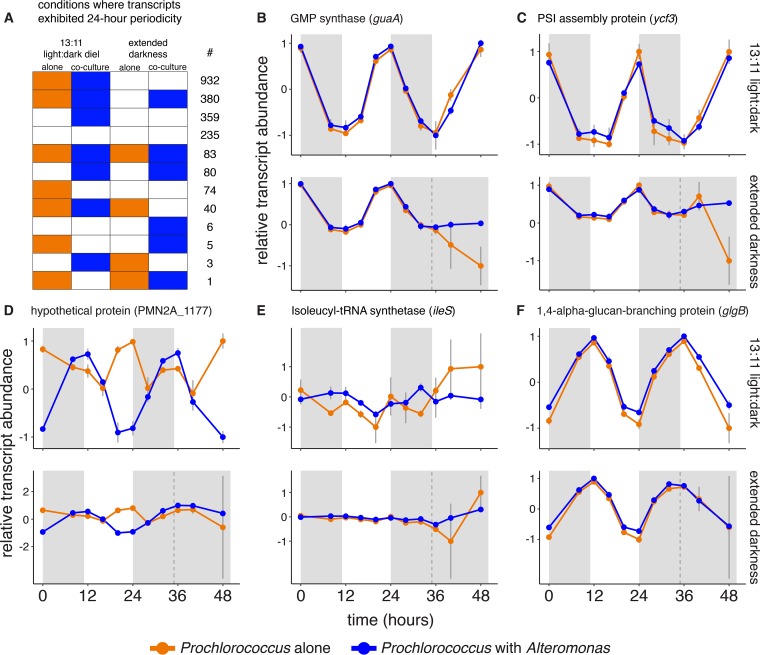
Impact of coculture on *Prochlorococcus* periodic transcriptional oscillation patterns during normal diel light and extended darkness. (A) Number of *Prochlorococcus* transcripts exhibiting significant 24-h periodicity under different experimental conditions. Colored boxes indicate cultures where transcript abundance was periodic; white boxes represent conditions where transcripts were not significantly periodic. (B to F) Representative transcript abundance profiles for the five most frequently observed groups shown in panel A. Plots show normalized relative transcript abundance under the 13:11 diel L:D cycle (top plot) or after the shift into extended darkness (bottom plot). The treatment of cells is indicated as follows: cells grown with light (white background) and cells grown in the dark (gray-shaded regions). The dashed vertical line indicates the time of the “expected” sunrise for the cultures kept in the dark. Values are means (± SD) for three biological replicates.

The differences in periodic expression between axenic and cocultured *Prochlorococcus*—and particularly the observation that this occurred even under an unperturbed diel L:D cycle—lead us to hypothesize that metabolic interactions with *Alteromonas* can influence cellular regulation in *Prochlorococcus*. The influence of *Alteromonas* on *Prochlorococcus* periodic expression may have occurred through one or more mechanisms that combined to directly or indirectly influence the cellular redox state, which serves as a key input to the circadian clock system responsible for regulating diel transcriptional oscillations (29). One possibility is that respiration of organic carbon compounds cross-fed from *Alteromonas* influenced the redox state of the *Prochlorococcus* quinone pool. Another potential mechanism for this is through the malate uptake pathway, which modulates redox balance by transferring electrons directly into the quinone pool via the malate:quinone oxidoreductase (Mqo). This pathway has previously been proposed to facilitate *Prochlorococcus* uptake of organic carbon at night (52). 

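*mqo*, malate:quinone oxidoreductase at 418091 to 419581, fell in axenic darkness at 36 h from 109 ± 2.36 to 81.7 ± 9.55 CPM (-0.41, standard error 0.143, adjusted p = 0.0451 from edgeR's quasi-likelihood test). In cocultures it was at -0.10 (standard error 0.160) at 36 h and -0.04 at 40 h, neither passing, and the difference between cultures did not pass (0.35, standard error 0.204, adjusted p = 0.486 from edgeR). *oppC* (PMN2A_1755, 421879 to 422610), annotated as an oligopeptide permease, had few reads, in axenic cultures 5.11 ± 2.34 and 7.35 ± 3.46 CPM at 36 h (-0.46, standard error 0.496, adjusted p = 0.495 from edgeR). In cocultures it was below the filter on low counts at 36 h and fell at 40 h, from 12.4 ± 2.38 to 4.65 ± 1.50 CPM (-1.41). *mqo* in axenic cultures at 36 h and *oppC* in cocultures at 40 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.222 to 0.613). Leaving libraries out of the edgeR fit in turn, *mqo* in axenic cultures at 36 h did not pass without L:D replicate 2 or 3 or dark replicate 2 (adjusted p from 0.101 to 0.131).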

While transcripts for *mqo* and the proposed uptake transporter (PMN2A_1755) were significantly depleted in axenic cultures during extended darkness, they were either unchanged or less depleted under coculture conditions (Table S3), consistent with a role for heterotroph-supplied organic carbon in mitigating the impact of dark stress.

The presence of reactive oxygen species can also influence cellular redox balance (60), raising the possibility that *Alteromonas*-driven ROS detoxification (4, 5) could have indirectly affected the redox-sensitive Kai system. Consistent with this hypothesis, we observed that under extended darkness, *Prochlorococcus* transcriptomes were enriched for transcripts encoding two putative Na^+^/H^+^ antiporters (*kefB* and *nhaP*; Table S3), which play important roles in modulating cellular pH homeostasis (61). 

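*kefB* (1662977 to 1664350) had 2131 ± 129 CPM in axenic darkness and 1503 ± 95.0 CPM on the L:D cycle at 36 h, a log2 fold change of 0.50 (standard error 0.111, adjusted p = 0.00615) from edgeR's quasi-likelihood test, and rose in cocultures by 0.38 at 36 h and 1.34 at 40 h. *nhaP* (466430 to 467674) rose in cocultures from 72.2 ± 10.3 to 132 ± 16.7 CPM at 36 h (0.88, standard error 0.160, adjusted p = 1.3e-04 from edgeR) and by 0.99 at 40 h. In axenic cultures *nhaP* was at 0.32 at 36 h and 4.08 (standard error 1.41) at 40 h, and *kefB* at 1.69 (0.866) at 40 h, none passing (adjusted p = 0.171, 0.101 and 0.315 from edgeR). *kefB* in both cultures at 36 h and *nhaP* in cocultures at 36 h and cocultures at 40 h did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.171 to 0.916), *nhaP* in axenic cultures at 40 h passed in edgeR with RLE size factors and the edgeR and the DESeq2 fit over all libraries (adjusted p from 2.0e-09 to 0.0761), and *kefB* in axenic cultures at 40 h passed in the edgeR and the DESeq2 fit over all libraries (adjusted p from 1.7e-08 to 9.7e-05). Axenic passes at 40 h in the fits over all libraries carry little weight, because these fits call many unchanged axenic transcripts in simulated counts. With 1 library left out of the edgeR fit, *nhaP* in axenic cultures at 40 h passed without dark replicate 1 or 3 (adjusted p from 0.0151 to 0.0849). *kefB* in axenic cultures at 40 h passed without dark replicate 1 (adjusted p = 0.0936 from edgeR).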

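The interaction term, coculture minus axenic, was -0.09, standard error 0.132, adjusted p = 0.822 for *kefB* and 0.59, standard error 0.231, adjusted p = 0.284 for *nhaP* at 36 h from edgeR's quasi-likelihood test. At 40 h it was -2.92, standard error 1.36, adjusted p = 0.373 for *nhaP* from edgeR. *nhaP* then had 846 ± 1267 CPM in axenic darkness and 150 ± 9.44 CPM in coculture darkness. Because this test missed even large differences at 40 h in simulated counts, not passing does not show equal responses. In edgeR fits that leave out a single library, *nhaP* passed without axenic dark replicate 1 or 3 (adjusted p from 0.0397 to 0.0918).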

Transcripts for both genes were enriched to a lesser degree in the cocultures than the axenic cells during extended darkness, pointing toward further differences in cellular states that could have influenced the *Prochlorococcus* timing system. We also propose that the *Prochlorococcus-*driven oscillations within *Alteromonas* cells may have led to temporally coupled metabolic feedback loops within the community, which ultimately reinforced *Prochlorococcus*’ own transcriptional rhythms in coculture. Since circadian rhythms contribute to the fitness of cyanobacteria (62), this raises the possibility that some of the benefits *Prochlorococcus* derives from coculture (9, 10), even under reproducible L:D cycles, could arise from the improved synchrony of daily gene expression oscillations.

### *Prochlorococcus* transcriptomes after multiple days in the dark.

The analysis thus far has focused on the first 13 h of extended darkness, but *Prochlorococcus* cells swept below the euphotic zone might remain in the dark for days to months or longer. Although axenic cells were not able to resume growth following more than 1 day in the dark, transcripts from 100 different *Prochlorococcus* genes were found consistently in both axenic and cocultures between ~1.5 and 4.5 days of extended darkness, at which point we stopped sampling (Fig. S1 and S4 and Tables S1 and S5). This indicates that at least some fraction of the cells remained intact (as was previously observed [11]) and retained some physiological activity. 

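*psbC* (PMN2A_0768), a core antenna protein of photosystem II, had 2422 ± 1667 CPM in axenic and 1485 ± 361 CPM in coculture darkness at 144 h, and *clpB* (PMN2A_0016) had 2484 ± 1838 CPM in axenic cultures at 96 h. The number of transcripts with at least 1 read in each of the 9 dark libraries of 72, 96 and 144 h was 179 in axenic cultures and 190 in cocultures, and 100 were in both, where independent sets would share 15.5. The 100 are abundant transcripts of growing cells: their median rank by level in L:D cultures was 65, and they hold 67 of the top 100. A single gene, *rnpB*, the RNA of RNase P, held 83.8% of the *Prochlorococcus* reads in axenic cultures and 77.2% in cocultures at 144 h. With at least 10 reads in every library 16 were in both (23 and 32 per culture), and 564 (811 and 863) with a read in 1 replicate at each time. Thinned to the shallowest library, a setting chosen after seeing the data, the numbers were 12, 82 and 12, and without replicate 1 axenic cultures had 281 and without replicate 3 cocultures had 326.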

What is not clear is whether these transcripts are products of transcriptional activity in the dark or are long-lived transcripts generated earlier; however, given that the half-lives of *Prochlorococcus* transcripts are typically on the order of minutes under normal growth conditions (63), we think the latter is unlikely. This raises the possibility that a portion of cells maintained a basal level of transcriptional activity in extended darkness or entered into a state of dormancy where the mRNAs were stabilized in some way.

10.1128/mSystems.00040-18.9 TABLE S5  *Prochlorococcus* transcripts consistently present in the late time points of extended-darkness cultures. Transcripts for a gene that fall in the category listed at the top of the column are indicated by an “X”. The 72- to 144-h time points represent 37 to 109 h past the expected sunrise. The mapped transcript read counts were >0 in all three time point samples. Download TABLE S5, XLSX file, 0.05 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The transcripts observed under the longer dark-exposure time frame encoded, among other proteins, RNA polymerase subunits, ATP synthase components, multiple photosystem I and II genes, an iron starvation-induced chlorophyll binding protein, multiple ribosomal proteins, RubisCO large and small chains, enzymes involved in central carbon metabolism, and chaperones (Table S5). 

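Of 10 chaperone genes 6 were read in every late library (*grpE*, *groES*, *dnaK*, *clpB* and both *groEL* genes), of 5 RNA polymerase genes 2 (*rpoB* and *rpoC2*), of 8 ATP synthase genes 2 (*atpA* and *atpB*), of 10 photosystem I genes 2 (*psaA* and *psaB*), of 17 photosystem II genes 7 and of 47 ribosomal protein genes 7. Of 15 genes of the Calvin cycle and carboxysome 5 were, among them *rbcL* and *rbcS*, of 5 oxidative pentose phosphate genes *tal* and *gnd*, and of 9 glycogen genes *glgB* and *glgC*. No gene of the lists of DNA repair (28) or of purine and pyrimidine synthesis (26) was among them. PMN2A_0215, the IsiA-like protein at 765179 to 766039, had the highest level of all genes in L:D cultures, 37020 CPM, and 634 ± 840 CPM in axenic and 1153 ± 336 CPM in coculture darkness at 144 h. The 3 *psbA* genes are near-identical and may share reads, and *rbcL* was down to 1 read in an axenic library at 96 h.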

Additional sets of transcripts were found specifically in either the cocultures or axenic cultures, indicating that coculture conditions continued to exert an influence even after days in the dark (Table S5). 

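Ribosomal protein genes read in every late library numbered 11 in axenic cultures and 17 in cocultures, photosystem II genes 10 and 7, chlorophyll and tetrapyrrole genes 6 and 7 and nitrogen and urea genes 1 and 3. Of all transcripts, 79 were read in every late axenic library but not in every late coculture library, and 90 the other way. The late coculture libraries hold fewer *Prochlorococcus* reads than any late axenic library, so a rare transcript is more easily missed in them. When every library was thinned to the shallowest, a setting chosen after seeing the data, 0 were found in the axenic set alone and 70 in the coculture set alone, and without replicate 1 the numbers were 131 and 58 and without replicate 3 73 and 196. A requirement of at least 10 reads left 7 and 16.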

Though it is not clear how these transcripts were distributed among individual cells or subpopulations, they could represent the minimal core functionality needed to “reactivate” cells after reintroduction to the light.

### *Alteromonas* transcriptomic response.

While the focus of this study was on the response of *Prochlorococcus*, the extended-darkness condition also had a clear impact on the transcriptome of *Alteromonas*. 

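*Alteromonas* genes held 44.1% ± 7.61 of the mRNA reads of cocultures on the L:D cycle and 7.89% ± 1.99 in darkness at 28 h (SD, n = 3). At 24 h, before the cultures were divided, the libraries had 11.42%, 7.107% and 7.831%. The dark libraries at 28 h thus stayed near the earlier level, and the L:D libraries lay above it. On the L:D cycle and in darkness the shares were 20.8% ± 3.54 and 6.48% ± 2.72 at 36 h. At 48 h they were 13.9% ± 1.73 and 14.2% ± 3.72. Every dark library lay below every L:D library at 28, 32, 36 and 40 h (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow, adjusted p = 0.125 over 5 times), and not at 48 h (exact permutation p = 1). By edgeR 232 *Alteromonas* transcripts rose and 463 fell at 36 h of 1879 tested, 358 and 340 at 40 h of 3227 and 372 and 264 at 48 h of 3006. Before the expected sunrise, when both cultures were in the night, 367 rose and 324 fell at 28 h and 183 and 168 at 32 h. The total at 40 h was 333 without L:D replicate 3, 361 without L:D replicate 2, 430 without L:D replicate 1 and 463 without dark replicate 3, at 48 h 156 without dark replicate 1, 199 without dark replicate 2, 222 without L:D replicate 3 and 385 without L:D replicate 2 and at 32 h 231 without L:D replicate 1.

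**Figure D3:**
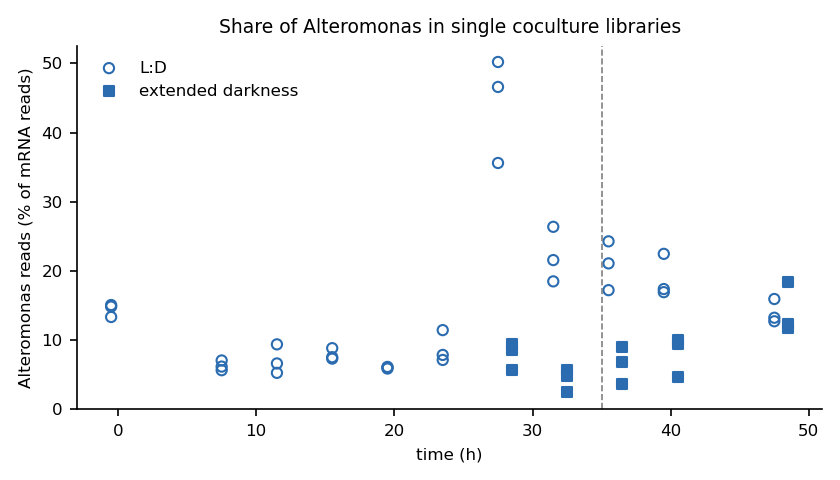
Percent of coculture mRNA reads on *Alteromonas* genes (y axis) in each library against the hour of sampling (x axis), on the L:D cycle and in extended darkness, with a dashed line at the expected sunrise. At 28 h the L:D libraries average 44.1% and the dark libraries 7.89%. The libraries at 24 h, before the cultures were divided, lie at 7.107% to 11.42%.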

About 20% of the transcripts of all of its ORFs were differentially abundant at each time point examined during extended darkness (Table S6A). We found changes in the transcripts encoding central metabolism and biosynthetic pathways, as would be expected given the differences in its growth dynamics (Fig. 1A), as well as shifts in the relative abundance of transcripts for outer membrane proteins and transporters (Table S6B). These observations are consistent with the general hypothesis that *Alteromonas*’ metabolism was active and could have either directly (i.e., from internal stores) or indirectly (through processing of *Prochlorococcus* photosynthate) released organic carbon useful to *Prochlorococcus* in the dark (11). 

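A TonB-dependent receptor of the outer membrane (contig00038_17178_19670) fell at 36 h to 55.2 ± 26.9 from 2317 ± 3312 CPM (-5.23, standard error 1.08, adjusted p = 0.00197 from edgeR's quasi-likelihood test) and at 40 h by 6.03 on the log2 scale, and another (contig00010_64073_66784) at 40 h by 2.94. A quinoprotein alcohol dehydrogenase (contig00002_16511_14661) fell by 4.67 and succinate-semialdehyde dehydrogenase (contig00001_17088_18476) by 3.89 at 36 h, and the acetate permease ActP (contig00014_55423_53717) by 2.48 at 40 h. Among the 8 largest rises at 36 h by the rule for naming transcripts, 4-hydroxyphenylpyruvate dioxygenase (contig00051_1686_613) rose by 3.39, 2-keto-4-pentenoate hydratase (contig00024_34145_35155) by 2.73, phenylalanine-4-hydroxylase (contig00024_31156_31956) by 2.13 and the alpha chain of ribonucleotide reductase (contig00044_17162_14841) by 2.06. Of lists fixed by annotation keyword, 6 of 9 ATP synthase genes rose and none fell at 36 h (6 adjusted over the list alone), 13 of 50 ribosomal protein genes rose (10), 8 of 69 genes of flagellum and chemotaxis rose and 21 fell (8 and 21), 5 of 28 TonB-dependent receptors rose and 5 fell (5 and 5), and 4 of 5 choline and betaine genes fell (4), by edgeR. Part of this was present before the expected sunrise, with both cultures in the night. The receptor contig00038_17178_19670 was at -5.46 at 28 h and -3.12 at 32 h. At 32 h 16 of 53 ribosomal protein genes and 4 of 10 ATP synthase genes rose, and 22 of 70 flagellum and chemotaxis genes fell. At 28 h 7 of 55 ribosomal protein genes and 0 of 10 ATP synthase genes rose, and 12 of 75 flagellum and chemotaxis genes fell. contig00038_17178_19670 at 36 h and 40 h did not pass in DESeq2 at the single time point or limma-voom with group weights (adjusted p from 0.134 to 0.247).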

Since *Alteromonas* growth was dependent on *Prochlorococcus* photosynthate, we could not compare these results to pure heterotroph cultures to determine which responses were specific to the presence of *Prochlorococcus*.

10.1128/mSystems.00040-18.10 TABLE S6  (A) Number of significantly differentially abundant Alteromonas macleodii MIT1002 transcripts between cultures remaining in the diel light:dark cycle versus extended darkness. All differences were statistically significant as determined by DESeq2 and a corrected *P* value of <0.1. Percentages reflect the fraction of all 4,213 annotated MIT1002 protein-encoding genes. (B) Alteromonas macleodii MIT1002 transcripts consistently differentially abundant following 1 to 5 h of extended darkness. Values indicate log_2_ fold change in extended darkness versus diel controls. All differences were statistically significant as determined by DESeq2 and a corrected *P* value of <0.1. Download TABLE S6, XLSX file, 0.04 MB. Copyright © 2018 Biller et al. 2018 Biller et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Conclusions.

Our findings add to a growing body of literature describing how the physiology of *Prochlorococcus* is coupled to that of the surrounding community (4, 24, 52, 64). A *Prochlorococcus* cell’s response to the stress of light energy deprivation is clearly markedly different when grown alone versus with another microorganism, and though microbial interactions could not completely compensate for the metabolic consequences of light deprivation, *Prochlorococcus* clearly benefitted from heterotroph interactions under the stress of extended darkness. These data suggest that *Prochlorococcus* cells, which evolved within a generally reproducible light environment, do not accumulate internal stores in excess of what they need during the expected nighttime; in the rare instances where they experience the stress of extended darkness, they are critically dependent on community interactions to facilitate their survival. Our results also point to the importance of community metabolic interactions in one of the most fundamental features of cellular regulation in *Prochlorococcus*—the coordination of transcriptional oscillations with the daily L:D cycle—and raise further questions concerning the role that community interactions may have played in shaping the evolution of the timing mechanism in *Prochlorococcus*. Further, while it is well-appreciated that the transcriptomes (and hence meta-metabolism) of microbial communities in the wild are coordinated by the metabolic fluxes from phytoplankton to heterotrophs (24), our results suggest that fluxes from heterotrophs to phytoplankton (7, 52) merit further investigation. It will be particularly interesting to examine the contributions of metabolic interactions to *Prochlorococcus* rhythms in the euphotic zone, as well as the coupling and feedback between autotroph and heterotroph transcriptional oscillators. To this end, future efforts should work toward identifying the compounds exchanged between *Alteromonas* and *Prochlorococcus* and quantifying their fluxes in both directions.

## MATERIALS AND METHODS

### Culturing and sampling.

Axenic *Prochlorococcus* NATL2A cells were grown in natural seawater-based Pro99 medium containing 0.2-µm-filtered Sargasso Sea water, amended with Pro99 nutrients (N, P, and trace metals) prepared as previously described (65). Alteromonas macleodii strain MIT1002 (43) was maintained in ProMM medium (Pro99 medium, as above, plus lactate, pyruvate, glycerol, acetate, and Va vitamins) (66). At the onset of the experiment (4 days prior to sample collection), A. macleodii MIT1002 was spun down and washed twice in Pro99 medium to minimize carryover of trace organic compounds prior to being added to the *Prochlorococcus* NATL2A cultures. The selected concentration of A. macleodii MIT1002 added was previously shown not to inhibit or enhance NATL2A growth rates during exponential growth phase (16).

Three 4-liter bottles of axenic *Prochlorococcus* NATL2A and three bottles containing *Prochlorococcus* NATL2A plus A. macleodii MIT1002 were grown at 24°C in a 13-h:11-h (13:11) light:dark (L:D)  cycle with simulated dawn and dusk (22), at 55 µmol photons m^−2^ s^−1^, and bubbled with air. Transcriptome sampling began 4 days after the cultures had been inoculated, at which point cells had reached mid-exponential growth phase. After the first 24 h of sampling, the cultures in the 4-liter bottles were split in half and placed in 2-liter bottles (also bubbled with air). Half of these cultures remained in the 13:11 L:D incubator, and the other half were moved into a dark incubator at 24°C. Cultures were monitored daily by bulk chlorophyll fluorescence (Synergy 2; BioTek, Winooski, VT).

The cultures were sampled across two complete diel cycles at 0, 8, 12, 16, 20, 24, 28, 32, 36, 40, and 48 h. Beyond this, additional samples of the cultures that remained in the dark were collected at the 72-, 96-, and 144-h time points. Transcriptome samples were obtained by removing 5 ml of culture and placing it immediately into 15 ml of 4°C RNALater. This sample was incubated at 4°C for 1 to 3 days, filtered onto 25-mm 0.2-µm Supor filters (Pall, Port Washington, NY), and finally frozen and stored at −80°C until library preparation. All dark sampling and measurements were done in green light, which causes minimal gene expression change in *Prochlorococcus* (67), by using layered filters (#736 and #740 filters; LEE Filters, Burbank, CA) over a white light source. Axenic cultures were tested for purity by flow cytometry and by culturing into three broths: ProAC, ProMM, and MPTB (5, 66, 68).

### Flow cytometry and fast repetition rate fluorometry.

*Prochlorococcus* and A. macleodii MIT1002 cell abundances were measured on an Influx flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA), prepared and processed as previously described (69, 70). Calculations for relative chlorophyll per cell were created by normalizing red chlorophyll fluorescence per cell to 2-µm reference beads (catalog no. 18604; Polysciences, Warrington, PA, USA) as previously described (71). All flow cytometry files were analyzed using FlowJo version 7.6.5 (FloJo, LLC, Ashland, OR, USA).

Photosynthetic parameters were assessed daily using fast repetition rate fluorometry (FRRF) with a FIRe fluorometer system (Satlantic, Halifax, Nova Scotia, Canada). The maximum quantum efficiency of photochemistry in PSII (Fv/Fm) and the functional absorption cross section of PSII (σPSII) were measured and analyzed using Fireworx 1.0.4 (Audrey B. Barnett, Dalhousie University, Halifax, Nova Scotia, Canada), a collection of MATLAB functions to process FIRe fluorometry data.

### RNA extraction and RNA-seq library construction.

To extract total RNA, filters containing the cell biomass were first incubated in 10 mM Tris (pH 8), 20,000 U of Ready-Lyse lysozyme (Epicentre, Madison, WI, USA), and 40 U of SUPERase-In RNase inhibitor for 5 min at room temperature. RNA was then extracted using the mirVana microRNA (miRNA) extraction kit (Ambion, Carlsbad, CA, USA) according to the manufacturer’s instructions. All strand-specific transcriptome sequencing (RNA-seq) libraries were constructed identically, following a previously published protocol (16) that utilized a dUTP second-strand library construction approach (45) coupled with rRNA depletion by duplex-specific normalization (44). RNA-seq libraries for all replicate cultures at a given time point were constructed and sequenced simultaneously. Sequencing was carried out on an Illumina HiSeq2000 instrument at the MIT BioMicro Center, producing either 40-nucleotide (40-nt) single-end reads (axenic cultures) or 40-nt paired-end reads (cocultures). Paired-end reads were generated for coculture libraries to guarantee that all reads could be unambiguously assigned to the correct genome. One library which contained fewer than 300,000 total reads was excluded from analysis; all others yielded ~2.3 to 14.1 million reads (average, 5 million) per library (see Table S1 in the supplemental material).

### Transcriptome and statistical analysis.

Low-quality sequence regions were removed from the raw Illumina data using quality_trim (from the CLC Assembly Cell package, Qiagen/CLC Genomics, Aarhus, Denmark) with default settings (-c 20 –b 0.1 –l 0.5). The RNA-seq reads were aligned with the Burrows-Wheeler Aligner (72) to a reference file containing both the *Prochlorococcus* NATL2A and Alteromonas macleodii MIT1002 genomes (NCBI GenBank accession numbers CP000095.2 and JXRW01000000, respectively). The resultant alignments were parsed using the HTSeq package (73) using default settings to determine the number of reads aligned to each annotated ORF in the “sense” orientation. The abundance of rRNAs and tRNAs were not considered in the analysis due to the use of ribosomal depletion methods in preparing the libraries. Analyses of transcriptome composition counted a gene as being detected as long as there was at least one read mapped to a particular reading frame in the sense orientation in one of the replicate libraries from a given culture and time point.

Identification of significantly differentially abundant transcripts was performed with the DESeq2 R package (V1.10.0) (74), using standard DESeq2 functions and default workflows. Briefly, raw counts of reads mapping to each protein-encoding ORF (omitting rRNAs and tRNAs) across all time points and replicates were first compiled; reads mapping to the *Prochlorococcus* and A. macleodii MIT1002 genomes were stored in separate tables and analyzed independently. The standard DESeq2 pipeline was used to normalize differences in library sequencing depth and estimate gene-level dispersions using default options. We defined genes as having a high dispersion if their dispersion estimate was greater than 2. Tests for differential expression were performed between each pairwise condition of interest (i.e., the cocultured and axenic *Prochlorococcus* samples from a given time point) with the Wald test, using a negative binomial generalized linear model. The resulting *P* values were adjusted for multiple testing using the Benjamini-Hochberg procedure. Transcripts with an adjusted *P* value of <0.1 were considered to be significantly differentially abundant, as recommended by the DESeq2 authors (74).

Analysis of pathway-level changes in gene expression was carried out with PathwayTools V19.5 (75, 76), using the *Prochlorococcus* NATL2A Pathway/Genome Database (pmar59920cyc V19.0). Relevant lists of genes were imported as SmartTables in PathwayTools. Pathway enrichment/depletion was tested using default settings (Fisher exact test with a cutoff *P* of <0.1 [77]). Transcriptome correlation was calculated based on pairwise Spearman correlation coefficients of vectors containing the normalized, log-transformed read counts for all open reading frames for all unique pairwise combinations of biological replicates from a given time point. The number of genes exhibiting 24-h periodicity in expression was assessed with the R package “cycle” (78). As input to the periodicity analysis, we first applied the variance-stabilizing transformation, as implemented in DESeq2 (74), to all transcript count data between the 0- and 48-h time points. We then separated the 48-h time course data for the four different conditions (axenic versus cocultured, L:D cycle versus extended darkness) and averaged the normalized counts at each time point. This matrix was then used as input to the “cycle” package, specifying a cycle period of 24 h, the “ar1” background model, and *N* = 100; periodic expression was determined at a false-discovery rate of <0.10, as recommended by the authors (78).

All other statistical analyses were conducted within R (V 3.3.2) (79) or Microsoft Excel (Microsoft, Redmond, WA, USA) using the indicated test and multiple-testing correction as appropriate; significance was determined at a *P* value of 0.05. Figures were generated using ggplot2 (80).

### Accession number(s).

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (81) and are accessible through GEO Series accession number GSE93197. All bacterial strains are available upon request.

# Supplementary material for: Heterotroph Interactions Alter Prochlorococcus Transcriptome Dynamics during Extended Periods of Darkness
**Source:** mSystems. 2018 May 29;3(3):e00040-18. doi: 10.1128/mSystems.00040-18
**Supplement:** FIG S3

13:11 light:dark diel

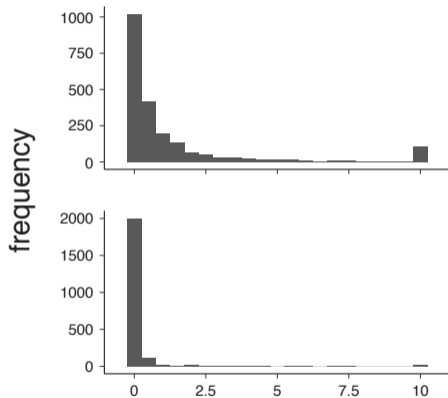

extended darkness

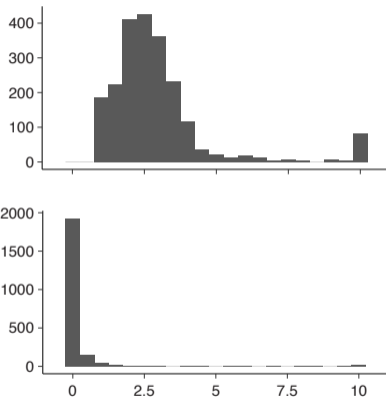

Prochlorococcus
alone

Prochlorococcus
with *Alteromonas*

gene-wise dispersion

How the deposited data were processed for this re-analysis (not part of the article)

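Sense-strand read counts of *Prochlorococcus* NATL2A, grown alone or with *Alteromonas macleodii* MIT1002, were analysed for 113 libraries, 56 from axenic cultures and 57 from cocultures. Each library was assigned to a culture, light regime, time point and replicate from the labels of the samples, and these assignments were compared with Table S1 of the paper. For all 56 axenic libraries the sum of the *Prochlorococcus* counts equals the total given there, and for all 57 coculture libraries the sum over both organisms does. Groups hold 3 replicates, apart from 2 axenic L:D libraries at 32 h. The replicates are separate cultures according to the paper, and every pair of replicates differed by more than sampling noise (chi-square per degree of freedom of at least 1.70), so none was taken as a library deposited again.

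The authors trimmed the reads by quality with CLC Assembly Cell, aligned them with BWA to the genomes of both strains and counted the reads on the sense strand of each ORF with HTSeq at its default settings, leaving out rRNA and tRNA, and the deposited counts are raw whole numbers with no normalization. Versions of these tools are not given in the sources used here, HTSeq being also named in the submitters' processing notes. Genes with near-identical copies, such as *psbA*, may share or lose reads in this counting and are uncertain. For their own tests the authors used DESeq2 with the Wald test, after compiling the counts of all time points and replicates. Libraries were made with a strand-specific protocol after rRNA depletion, the replicates of a time point were prepared and sequenced together, and axenic libraries were read from a single end and coculture libraries from both. The count table has 2198 *Prochlorococcus* and 4136 *Alteromonas* ORFs, and 5 further rows that name no gene hold no counts (0 in every library) and were left out. Of the *Prochlorococcus* ORFs 2081 carry a locus identifier, and 731 have a gene symbol, taken from the paper's Tables S3 and S5 by that identifier (for *rnpB* from the annotation in the count table). The gene table of a reference strain of *A. macleodii* matched 0 identifiers and was not used. Positions are those of the count table, on the genomes the authors used, and the table gives no strand for *Prochlorococcus* genes.

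Fold changes between dark and L:D cultures were computed from these counts with edgeR 4.0.16 in R 4.3.3, separately for each organism and for 28, 32, 36, 40 and 48 h. Libraries were scaled by TMM, ORFs with low counts were removed by the default filter of edgeR, and the quasi-likelihood test was adjusted by the method of Benjamini and Hochberg, with calls at an adjusted p under 0.1, the threshold of the paper. Only the libraries of the time point entered each fit, because the paper describes different spreads between replicates in different conditions. The difference in dark response between cultures was tested as the interaction term in the 12 libraries of a time point. Levels are given as CPM, counts scaled by library size, computed from the deposited counts with TMM scaling, as mean ± SD. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1, and 10% of the genes do not overlap between groups by chance.

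Correlations between replicates are Spearman correlations of log-transformed counts, as in the paper. The share of ORFs with a dispersion above 2 comes from gene-wise estimates of DESeq2 1.42.0 over 36, 40 and 48 h. An ORF counts as detected with at least 1 read in any replicate, and as present in the last days with at least 1 read in every library of 72, 96 and 144 h. Transcripts with a period of 24 h were found on the mean variance-stabilized counts per time point of 0 to 48 h with an own implementation of the Fourier score with an autoregressive background, 100 background sets and a false-discovery rate under 0.1, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Transporters were taken by annotation words chosen after the counts had been seen, and stringent-response homologs as the 40 rows marked in Table S3, of which the copy used holds 1979 rows, 1966 of them with a locus. Table S4, of which the copy is shortened, was not used here.

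Gene lists of *Prochlorococcus* were fixed by gene symbol, and those of *Alteromonas* by annotation keyword, without knowledge of the counts. The former are photosystem I, photosystem II, cytochrome b6f and electron carriers, NADH dehydrogenase, ATP synthase, cytochrome c oxidase, Calvin cycle and carboxysome, oxidative pentose phosphate pathway, glycogen metabolism, lower glycolysis and pyruvate dehydrogenase, ribosomal proteins, aminoacyl-tRNA synthetases, RNA polymerase, chaperones, ATP-dependent proteases, DNA repair and recombination, chlorophyll and tetrapyrrole synthesis, cobalamin synthesis, purine and pyrimidine synthesis, fatty acid synthesis, nitrogen and urea, phosphate, clock, cell division and isoprenoid synthesis. The *Alteromonas* lists (ribosomal proteins, TonB-dependent receptors, flagellum and chemotaxis, ATP synthase, iron uptake, choline and betaine, and chaperones) were searched in the annotation of the count table. The pathways of Tables 1 and 2 were tallied as a further group, which the study chose on these samples. Genes are named, unless the text says that they were chosen after their values were seen, where the paper names them, where they are among the 8 largest rises or 8 largest falls of a comparison (*Prochlorococcus* in axenic cultures or cocultures at 36, 40 and 48 h, *Alteromonas* at 36 and 40 h), or where they are among up to 4 members of a list with the smallest adjusted p. The largest changes were taken among ORFs that passed the test, reached a mean of 50 CPM in the higher group, had every dark library on the same side of every L:D library and had a symbol or an annotation other than hypothetical protein. The paper's Table S3 values and its figures had been seen when this rule was written.

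Total counts per library differ strongly, and the coculture libraries of 72 h and later are the shallowest, with 18819 to 198039 *Prochlorococcus* counts. Comparisons of correlation and detection were therefore repeated with counts thinned to 465828 per library for 0 to 48 h and to 18819 for all libraries, and with the 2074 ORFs that have a mean of at least 10 counts.

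Alternatives were DESeq2 at the single time point, fits of edgeR and DESeq2 over all libraries with 1 dispersion per ORF, RLE size factors, no filter on low counts, the replicate number as a block, limma-voom (limma 3.58.1) with a weight per group, and each library left out in turn. For the other measures they were thinned counts, another correlation or minimum, shrunken dispersions, a model with no time term, a cosinor model in limma, a Gaussian background, log-transformed CPM, and the removal of 40 and 48 h or of abundant genes. The tests of edgeR and DESeq2 at a single time point, the interaction term of edgeR and the periodicity score were tested on simulated data made from the means, spreads and depths of real libraries, with 200 changed ORFs and 1 spread per ORF for dark and L:D libraries alike, which the real axenic groups do not share, and the fits over all libraries on simulated counts with none changed. The order of groups and the linear algebra routines were fixed, because the DESeq2 fit over all libraries otherwise moved by a few calls from run to run on different settings of the computer. In axenic cultures at 40 h, where replicates are far apart, edgeR made 8 calls among 1706 transcripts tested, of which 0 were false, and DESeq2 71 among 1812, of which 58 (81.7%) were false. At 48 h these numbers were 1 among 1750 (0 false) and 57 among 1834 (38 false, 66.7%). For periodicity, simulated from axenic L:D libraries, 100 of 200 transcripts with an amplitude of 2 SD were found among 2198, with 14 false calls. Left out were the cell counts, fluorescence and other measurements of the paper, which were not used here, and any step that needs the reads.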

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

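The tests of sequencing depth and of extended darkness for the axenic replicates, of a library batch for *Alteromonas*, and of regroupings of the libraries were chosen only after the results were seen. The change in darkness differed between axenic cultures and cocultures, by the interaction term in edgeR at an adjusted p under 0.1, for 22 transcripts at 36 h, 38 at 40 h and 857 at 48 h. Of 100 groupings of the 12 libraries of a time point, the real one included, 8 at 36 h and 5 at 40 h called as many, with 353 and 387 as the highest of the others, so chance cannot be excluded there, and groupings with several times the real number of calls point to a structure of the samples. At 48 h 4 of 100 did, a share under 0.05, with 894 as the highest of the others. Regrouped libraries still differ in light and culture, and some groupings called as many as the real one. Chance is thus not excluded at 48 h by this test either. The number at 36 h was 0 without axenic L:D replicate 2 or 3, coculture L:D replicate 2 or coculture dark replicate 2 or 3, 8 without coculture L:D replicate 1 or 3, 2 without coculture dark replicate 1, 128 without axenic L:D replicate 1 and 41 without axenic dark replicate 3. At 40 h it was 882, 106 and 191 without axenic dark replicate 1, 2 and 3, 67 without axenic L:D replicate 2 and 0 without any 1 of the coculture libraries, where 197 to 212 transcripts had an unadjusted p under 0.05. At 48 h it was 432 without axenic dark replicate 1 and 3 by limma-voom with group weights.

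Replicates of the axenic cultures differed at 0, 24, 40 and 48 h, where deviations from the group mean on the log2 scale had an SD of 0.619, 0.803, 1.08 and 1.24 over the transcripts of L:D cultures (0.218 to 0.454 at the other times with 3 libraries), and of 2.49 and 2.84 in darkness at 40 and 48 h, against 0.251 and 0.315 in cocultures. Sequencing depth is argued against for darkness at 48 h, since at a single total per library the mean correlation of axenic dark replicates was still lower than that of cocultures (difference -0.353). Extended darkness cannot account for the part of the pattern seen in axenic L:D cultures, which had none and whose replicates correlated less at 40 h than at 36 h (difference -0.0977). For the axenic dark cultures, where deviations were larger, this test says nothing and extended darkness stays open. The loss of single transcripts during library preparation is a candidate explanation, and the outcome written down for it was found. Deviations of neighbouring genes less than 50 bp apart were nearly uncorrelated in axenic darkness at 48 h (mean 0.0608, 287 pairs). Pairs on either strand were taken although the test had been written for pairs on 1 strand. But that correlation was also low where deviations were small, as in axenic darkness at 28 h (0.0319) and coculture darkness at 40 h (0.0604) and 48 h (0.141). The highest value of any group of replicates was 0.416, in coculture L:D replicates at 16 h (739 pairs). In axenic L:D cultures at 40 and 48 h, with larger deviations, the values were 0.0066 and 0.0169. For differences between dark and L:D means at 48 h, pairs less than 50 bp apart had 0.3975 in axenic cultures and 0.529 in cocultures. Neighbours can thus change together, and deviated together little between these axenic replicates. Since low values also occurred where deviations were small, a low value does not set the loss of transcripts apart. The test cannot decide. A difference between the cultures themselves in single transcripts was not tested and stays open.

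Between dark and L:D cocultures in the night after they were divided, in data on which the paper does not report, 691 *Alteromonas* transcripts were called at 28 h and 351 at 32 h by edgeR. An exchange of labels at 28 h alone is argued against, as all 6 libraries at 28 h correlated better with the libraries of their own label at 32 h than with those of the other. An exchange at both times would not show in this test and would leave the number of calls as it is. The depth of the *Alteromonas* counts is argued against, as 62.2% of the calls at 28 h were left with every library thinned to the smallest total (68.1% at 32 h). A library batch that shifts all transcripts is argued against by the *Prochlorococcus* counts of these libraries at 28 h, of which 2.30% of the tested transcripts were called against 27.0% for *Alteromonas*, a share 8.53% as large. What stays open, untested, is a difference in the growth or handling of *Alteromonas* after the cultures were divided.

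The transcript of *rnpB*, listed in Tables S3 and S5 and not named in the text of the paper, held 83.8% ± 3.99 (SD, n = 3) of the *Prochlorococcus* reads at 144 h in axenic cultures and 77.2% ± 3.28 in cocultures, where means of L:D groups were 0.842% to 2.84%.

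The 3 dark and 3 L:D libraries of a time point make 10 splits, too few for a share under 0.05. Real calls by edgeR in axenic cultures were 0 at 28 h (150 at an unadjusted p under 0.05, and 9 calls by DESeq2), with 0 as the highest of the other splits, 932 and 920 at 36 and 48 h (highest other 0 in each) and 147 at 40 h (highest other 4). In cocultures they were 44, 10, 891, 1427 and 1628 and for *Alteromonas* 691, 351, 695, 698 and 636 at 28, 32, 36, 40 and 48 h, with 0 as the highest of the others each time.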

How the results depend on the processing

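The settings chosen only after the values were seen are the dispersions without 36 h or 48 h or of a single time point, counts thinned to the shallowest of all libraries, the settings of the overlaps, and the transporter counts of the fits over all libraries. In counts simulated from the axenic libraries, with 50 transcripts changed per size, edgeR recovered 74% of log2 changes of 1 at 36 h (1926 transcripts tested), but 2% of those and 10% of changes of 3 at 40 h (1706 tested), and 0% and 0% at 48 h (1750 tested). From the coculture libraries at 40 h it recovered 82% of changes of 1 (1913 tested), and for the difference between cultures 44% of them at 36 h (1884 tested) and 0% of changes of 3 at 40 and 48 h (2013 and 2044 tested). These simulations give dark and L:D libraries 1 spread per transcript, which the real axenic groups do not share (medians of 5.52 in darkness and 0.474 on the L:D cycle at 40 h), so recovery in the real libraries, with 920 axenic calls and 857 differences at 48 h, is not known from them. Coculture libraries of 72 h or more hold as few as 18819 reads, and which transcripts are found there depends on the reads required. Of the fold changes of named transcripts under all settings, 3720 kept their direction and side of the threshold, 337 no longer passed, 59 newly passed and 5 changed sign. *pdhB* in axenic cultures at 36 h was 0.32 and became -0.056 in the DESeq2 fit over all libraries (adjusted p = 0.955 there). In axenic cultures at 48 h *psbB* was 0.77 and became -0.019 in that fit, *recA* was -0.81 without passing and passed at 1.07 in the edgeR fit over all libraries, *radA* was 2.25 without passing and ranged from -4.0 without dark replicate 2, where it passed, to 2.48 without L:D replicate 2, and *afuA* was 2.00 without passing and ranged from -7.45 without dark replicate 3, where it passed, to 4.50 without dark replicate 1. The cause was not tested. For the differences between cultures of named transcripts these numbers were 781, 61 and 25, with none reversed. Of the counts for gene lists, 9174 stayed within 1.5 times and 1746 did not. Over all settings run, coculture calls at 48 h (1628, range 1114 to 1692), *Alteromonas* calls at 28 h (691, range 485 to 1022) and 36 h (695, range 552 to 788), shared calls at 48 h (674, range 618 to 882) and periodic transcripts of *Prochlorococcus* on the L:D cycle (1457, range 1328 to 1756 in axenic cultures and 1824, range 1706 to 1970 in cocultures) stayed within 1.5 times.

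With DESeq2 at the single time point, axenic calls were 9 at 28 h (edgeR 0), 168 at 32 h (264) and 259 at 40 h (147), coculture calls 19 at 32 h (10), and differences between cultures 67 at 36 h (22) and 145 at 40 h (38). In the DESeq2 fit over all libraries axenic calls were 3, 1, 267, 1154 and 1637 at 28, 32, 36, 40 and 48 h, and in that of edgeR 1, 0, 200, 1334 and 1826, where the fits at each time point gave 932 at 36 h and 920 at 48 h. Coculture calls were 2, 5, 180 and 646 at 28, 32, 36 and 40 h in the former and 0, 0, 155 and 625 in the latter, against 44, 10, 891 and 1427. Limma-voom with group weights gave 95 axenic calls at 40 h and 36, 0 and 3 differences between cultures at 36, 40 and 48 h, where edgeR gave 857 at 48 h. With no filter on low counts the differences at 40 h were 23. RLE size factors gave 9 of them at 40 h and 559 at 48 h, and a rising share of 65.4% of the axenic calls at 40 h, which was 47.6% with TMM. This scaling moves the log2 fold changes of single transcripts by a median of 0.18 and 0.72 in axenic cultures and 0.10 in cocultures at 40, 48 and 48 h. It moves the differences between cultures by a median of -0.33 at 40 h and -0.34 at 48 h, and the other comparisons by less than 0.1. Of the settings above with a count of 0, edgeR at the single time point gave 150 axenic transcripts at 28 h at an unadjusted p under 0.05, its fit over all libraries 10 axenic at 32 h and 10 and 11 coculture transcripts at 28 and 32 h, and limma-voom 51 differences at 40 h. The cause of these differences in counts was tested only for the fits over all libraries.

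Leaving out 1 library at a time, axenic calls ranged from 0 to 23 without L:D replicate 2, from 57 without L:D replicate 1 to 290 without dark replicate 1, from 22 without L:D replicate 2 to 558 without dark replicate 1 and from 74 without dark replicate 1 to 1135 without dark replicate 3 at 28, 32, 40 and 48 h. Where this leaves 1 library in a group, as for axenic L:D at 32 h, that library is assumed to vary like the other group. For cocultures the range was from 14 without L:D replicate 3 to 129 without dark replicate 1 at 28 h and from 2 without L:D replicate 3 to 97 without dark replicate 1 at 32 h, and for *Alteromonas* from 231 without L:D replicate 1 to 303 without dark replicate 3 at 32 h (all libraries 351), from 333 without L:D replicate 3 to 711 without dark replicate 2 at 40 h (698) and from 156 without dark replicate 1 to 808 without L:D replicate 1 at 48 h (636). Differences between cultures ranged from 0 to 128 without axenic L:D replicate 1 at 36 h, from 0 to 882 without axenic dark replicate 1 at 40 h and from 432 without axenic dark replicate 1 to 1195 without axenic dark replicate 3 at 48 h. The cause of these ranges was not tested.

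With the replicate number as a block, axenic calls were 1 at 28 h and 47 at 40 h, coculture calls 2 at 32 h, differences between cultures 0 at 40 h and shared calls 47 at 40 h, and the block moved no other total of rises and falls by over 1.5 times. By direction it moved axenic rises at 48 h from 198 to 128, coculture falls at 28 h from 24 to 38, and transcripts lower in cocultures by the difference between cultures from 10 to 19 at 36 h and from 112 to 57 at 48 h, and of 140 counts for gene lists in each comparison it moved 7, 34 and 17 in axenic cultures at 36, 40 and 48 h and 4 in cocultures at 40 h. Bottles were divided into L:D and dark cultures, but neither the paper nor the labels state that cultures with the same number come from the same bottle, so pairing by number is unknown. In none of 15 comparisons of dark and L:D libraries was every pair's correlation of deviations over 0.1, and in none of those with 3 pairs did every sample correlate best with its own number, as 24 of 88 samples did in all.

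The mean Spearman correlation between replicates was 0.977, 0.705, 0.677 and 0.514 in axenic darkness at 36, 40, 48 and 72 h, 0.959, 0.945, 0.988, 0.891 and 0.873 in axenic L:D cultures at 0, 24, 36, 40 and 48 h, and 0.986, 0.969 and 0.602 in coculture darkness at 40, 48 and 72 h. With counts thinned to a single total it was 0.962, 0.661 and 0.263 in axenic darkness at 36, 40 and 72 h, 0.969 in axenic L:D cultures at 36 h, and 0.967, 0.946 and 0.457 in coculture darkness at 40, 48 and 72 h, and thinned to the shallowest of all libraries 0.765, 0.608, 0.540 and 0.263 in axenic darkness at 36, 40, 48 and 72 h, 0.804, 0.808, 0.751, 0.750 and 0.762 in axenic L:D cultures at 0, 24, 36, 40 and 48 h, and 0.741, 0.687 and 0.457 in coculture darkness at 40, 48 and 72 h, where fewer counts leave fewer distinct ranks. As a Pearson correlation of log2(CPM + 1) it was 0.663 and 0.572 in axenic darkness at 40 and 72 h, 0.935, 0.910, 0.859 and 0.815 in axenic L:D cultures at 0, 24, 40 and 48 h, and 0.675 in coculture darkness at 72 h. Without each replicate in turn it ranged over 0.971 to 0.982, 0.672 to 0.728, 0.612 to 0.776 and 0.476 to 0.571 in axenic darkness at 36, 40, 48 and 72 h, 0.949 to 0.976, 0.927 to 0.978, 0.985 to 0.991, 0.866 to 0.905 and 0.856 to 0.884 in axenic L:D cultures at 0, 24, 36, 40 and 48 h, and 0.983 to 0.991, 0.962 to 0.974 and 0.563 to 0.659 in coculture darkness at 40, 48 and 72 h. At each of these totals the axenic dark cultures stayed below the cocultures at 40, 48 and 72 h.

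The share of transcripts with a dispersion above 2 was 15.2% in axenic L:D cultures, 23.6% without a term for the time point and 0.728% at 36 h alone, and in axenic darkness 49%, 1.14% at 36 h alone and 28.3% without 48 h. In coculture L:D cultures it was 0.455%, 1.68% with shrunken dispersions, 4.55% without the time term, 1.64% at 36 h alone, 0.819% at 40 h alone and 0.227% to 0.546% without each replicate in turn, and in coculture darkness 0.682%, 1.91%, 1.27%, 1.55% at 40 h alone and 1.09% at 48 h alone. Detected ORFs at the depth of the shallowest library were 992 in axenic darkness and 1424 in coculture darkness at 48 h (1823 and 2155 with all reads). At 144 h they were 1249 and 1211, at either thinned total 289 and 793, and with at least 2 reads in 1 replicate 740 and 675.

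Periodic transcripts numbered 89 in axenic darkness, 647 in coculture darkness, 401 for *Alteromonas* on the L:D cycle and 0 for *Alteromonas* in darkness. The cosinor model of single libraries gave 721, 1620, 1574 and 854. On log2(CPM + 1) the *Prochlorococcus* counts were 27 and 408. Without 40 and 48 h, which leaves only 36 h past the missed sunrise, they were 1339 and 1553, with 0 for *Alteromonas* on the L:D cycle. Without 1 replicate they ranged from 49 without replicate 3 to 150 without replicate 2 in axenic darkness and from 220 without replicate 3 to 493 without replicate 1 for *Alteromonas* on the L:D cycle. Transcripts present at 72, 96 and 144 h were 179 in axenic cultures, 190 in cocultures and 100 in both. By construction they fell to 23, 32 and 16 where 10 reads were required, to 12, 82 and 12 at the depth of the shallowest library, and rose to 811, 863 and 564 where a read in 1 replicate at each time was enough. With 1 replicate fewer to be present in, they ranged over 197 to 281 and 197 to 326 in axenic cultures and cocultures.

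Shared calls of the 2 cultures were 634 at 36 h and 125 at 40 h, 150 and 472 in the DESeq2 fit over all libraries, 127 and 446 in that of edgeR, and 206 at 40 h with DESeq2 at the single time point. Homologs of stringent-response genes in the listed direction numbered 12 in axenic cultures, 21 in the edgeR fit over all libraries, and 22 in cocultures, 13 and 14 in the DESeq2 and edgeR fits over all libraries. In these 2 fits, transporters that fell numbered 15 and 16 in cocultures (45 at single time points), 13 and 13 in both cultures (23), 29 and 34 in axenic cultures alone (9) and 2 and 3 in cocultures alone (22). The *Alteromonas* share of reads at 40 h, dark minus L:D, was -10.9 percentage points and -14.3 without the 10 most abundant genes of each organism. No other cause of these differences was tested.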

Differences from the paper's values

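The transporter counts of the fits over all libraries, the dispersions of single time points and the matching of single calls to Table S3 were chosen only after the values were seen, and the other alternatives named here were set before the data were examined. For coculture darkness the paper's share of transcripts with a dispersion above 2 is 2%, and here it was 0.682%. The shrunken dispersions of DESeq2 gave 1.91%, within 1.5 times of the paper's value, while thinned counts (0.819%), a model with no time term (1.27%) and each replicate left out in turn (0.637% to 0.819%) did not reach it. Of the settings chosen after the values were seen, 40 h alone came within 1.5 times (1.55%). As numbers, the paper's value for coculture darkness is 54 and here 15, and for coculture L:D cultures the paper's is 40 and here 10. Shrunken dispersions gave 42 and 37, both within 1.5 times, and the other alternatives set before the data were examined 14 to 28 and 5 to 100, none of them within 1.5 times. Among the settings chosen after the values were seen, 36 h alone gave 36 for coculture L:D cultures, within 1.5 times, and none reached the number for coculture darkness (13 to 34). For axenic L:D cultures the paper's value is 0 and here it was 333, with 256 to 518 over the alternatives set before the data were examined, none of which gave 0. At 36 h alone, a setting chosen after the values were seen, 0.728% of the axenic L:D transcripts were above 2.

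The paper's share of ORFs called in axenic cultures is 14% at 36 h and 80% at 48 h, and here it was 42.4% and 41.9%. The DESeq2 fit over all libraries gave 12.2% and 74.5%, both within 1.5 times of the paper's values, and the edgeR fit over all libraries 9.10%, which is not, and 83.1%, which is. The remaining alternatives (DESeq2 at the single time point, RLE size factors, no filter on low counts, the replicate block, limma-voom and each library left out in turn) gave 31.6% to 43.2% and 3.37% to 51.6% and stayed outside.

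Counts of calls marked in the paper's Table S3, at the same threshold of an adjusted p under 0.1, differed in the same way. At 36 h in axenic cultures the rises are 136 in the paper and 482 here, and the falls 174 in the paper and 450 here, where the edgeR fit over all libraries reached the rises with 106 (but 94 falls) and the DESeq2 fit the falls with 177 (but 90 rises). In cocultures at 36 h the rises are 109 in the paper and 446 here, reached by both fits over all libraries (83 by edgeR and 82 by DESeq2), and the falls 130 in the paper and 445 here, reached by DESeq2 with 98 and not by edgeR with 72. At 40 h the axenic rises are 475 in the paper and 70 here and the axenic falls 797 in the paper and 77 here, and the edgeR and DESeq2 fits over all libraries gave 528 and 450 rises and 806 and 704 falls, all within 1.5 times. The coculture rises at 40 h are 273 in the paper and 721 here, with 257 and 323 in those fits, and the coculture falls 465 in the paper and 706 here, with 368 and 323. Axenic rises at 48 h are 576 in the paper and 198 here (730 and 398 in those fits), axenic falls 1117 in the paper and 722 here (1096 and 1239) and coculture rises 418 in the paper and 757 here (508 and 408), again all within 1.5 times. Coculture falls at 40 h also came within 1.5 times with DESeq2 at the single time point (668), the replicate block (653) and each library left out (648 to 683), and not with RLE size factors (711), no filter (740) or limma-voom (709). Axenic falls at 48 h did so with DESeq2 at that time point (843), no filter (863), limma-voom (828) and without L:D replicate 1 (751) or 2 (814) or dark replicate 3 (927), and not with RLE size factors (673), the block (734) or without L:D replicate 3 (729) or dark replicate 1 (7) or 2 (715). For the other counts of this paragraph, every alternative except the fits over all libraries stayed more than 1.5 times away. The transcripts themselves overlapped. Of those marked in Table S3 and matched by locus, 132 of 136 rises and 167 of 174 falls at 36 h in axenic cultures and 101 of 109 and 122 of 129 in cocultures were also called here, 69 of 474 rises in axenic cultures at 40 h, and by edgeR at each time point none was called in the opposite direction.

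The paper finds 2 periodic *Alteromonas* transcripts in extended darkness, and here there were 0. The count was also 0 with a Gaussian background, on log2(CPM + 1), without the 40 and 48 h samples and without each replicate, and 854 by the cosinor model, so no alternative came within 1.5 times. Of the stringent-response homologs, the paper counts 41 that changed similarly in axenic cultures, and here 12 of the 40 marked homologs were called in the listed direction. Neither fit over all libraries reached the paper's value (21 by edgeR and 17 by DESeq2), and the numbers called in either direction were 25, 37 in the edgeR and 33 in the DESeq2 fit over all libraries, the latter 2 numbers within 1.5 times of the paper's. The paper counts 14 transporters lower in both cultures, and here 23 of the 109 genes taken as transporters by annotation fell in both. The edgeR and DESeq2 fits over all libraries, chosen after seeing the values, gave 13 and 13, but of the 19 genes of that list marked lower in both cultures in Table S3 they drop 6 and 7, where the fits at each time point drop 9. No alternative for this count had been set before the data were examined.

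The paper describes the cocultures as having fewer changed ORFs than the axenic cultures. The fits at each time point gave more at 40 h (1427 against 147) and 48 h (1628 against 920). At 36 h they gave fewer (891 of 1726 tested against 932 of 1934), but 950 in each culture with no filter on low counts. The fits over all libraries gave fewer at all of these times. The balance of rises and falls at 48 h rests in part on the scaling. The paper describes more falls than rises in darkness. By edgeR at each time point that held at 48 h in both cultures and at 40 h in axenic cultures (70 rises and 77 falls), and not at 36 h, with 482 rises and 450 falls in axenic cultures and 446 and 445 in cocultures, nor at 40 h in cocultures (721 and 706). In axenic cultures it did not hold at 48 h without dark replicate 1 (67 and 7), or at 40 h with RLE size factors (85 and 45), limma-voom (71 and 24) or no filter (56 and 52) or without L:D replicate 2 (12 and 10) or dark replicate 3 (144 and 74). It did hold at 36 h in the DESeq2 fit over all libraries (90 and 177 in axenic cultures and 82 and 98 in cocultures), in axenic cultures with no filter (468 and 482), and in cocultures by limma-voom (446 and 458) and without L:D replicate 1 or 3 or dark replicate 1 or 2, and at 40 h in cocultures in the edgeR fit over all libraries (257 and 368) and with no filter (729 and 740). In Fig. 3 the bars at 28 and 32 h are described as too small to be seen, and here 264 axenic transcripts were called at 32 h by edgeR at that time point and 168 by DESeq2, but 0 and 1 in the edgeR and DESeq2 fits over all libraries (10 at an unadjusted p under 0.05 in that of edgeR). The paper reports no relation between replicate correlation and rRNA removal. Over all 38 groups rho was -0.155 (adjusted permutation p = 0.552) but r -0.457 (0.00893). Over the 16 axenic groups of 0 to 48 h rho was 0.704 (adjusted permutation p = 0.0170), and the axenic groups with correlations below 0.977 were all of the low-rRNA set. Over the 47 axenic libraries rho also passed (adjusted permutation p = 1.1e-04), but libraries of a group share pairs and are not independent, so that p is too small. Within the 2 sets of axenic groups, a division made after the values were seen, rho was 0.143 and -0.264, and over the coculture groups of 0 to 48 h it was -0.0765, none of them passing.

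For single genes, results at a time point by edgeR are set beside the paper's statements. Axenic passes at 40 and 48 h in the fits over all libraries carry little weight, as these call many unchanged axenic transcripts in simulated counts. The interaction at 40 h missed even large simulated differences, so not passing there does not show equal responses. The paper lists *glgP*, the oxidative pentose phosphate pathway and late glycolysis as depleted. At 36 h *glgP* was at 0.21 and did not pass, and 4 of 7 genes of lower glycolysis and pyruvate dehydrogenase rose with none falling, whereas *gnd* and *pgl* fell, as did *glgP* at 40 h, and *eno* passed as a fall without dark replicate 3 (-0.35). That list joins pyruvate dehydrogenase genes to glycolysis, and *eno* and *pykF* of glycolysis did not pass with all replicates. Its rises therefore do not speak against a fall of late glycolysis. The paper lists NAD genes as depleted, and of 7 here 1 fell and 1 rose, while *nadB* also passed as a fall without L:D replicate 3 (-0.57). The paper lists respiratory functions as enriched, and of 11 NADH dehydrogenase genes 3 rose and 4 fell and of 5 cytochrome c oxidase genes none rose and 2 fell, whereas *acnB* and *icd* rose. The paper gives *pykF* and PMN2A_0294 as enriched in darkness. In axenic cultures at 36 h *pykF* was at 0.19 and did not pass in any setting run, and PMN2A_0294 fell by 0.41, but *pykF* passed as a rise in the edgeR fit over all libraries at 40 h (1.57) and 48 h (3.30) and at 48 h without dark replicate 2 (3.14), PMN2A_0294 passed as a rise at 40 h in both fits over all libraries (3.47 by edgeR and 1.94 by DESeq2) and without dark replicate 3 (3.61), and both genes rose in cocultures at 40 h. The paper gives *recA*, *ruvB*, *mutS* and *radA* as enriched in axenic cells alone. None of them rose in axenic cultures by the fits at each time point, *recA* rose in cocultures (0.54 at 36 h), and *mutS* and *radA* fell in both cultures at 36 h. The edgeR fit over all libraries called all 4 higher in axenic cultures at 40 h, the DESeq2 fit *recA* and *ruvB*, and the fit without dark replicate 3 *ruvB*. At 48 h both fits over all libraries called *radA* higher (1.83 by edgeR and 1.47 by DESeq2) and that of edgeR *recA* (1.07), which that of DESeq2 called lower (-1.48). *recA* in cocultures did not pass at 36 h in the fits over all libraries or at 40 h in that of edgeR. The difference between cultures at 40 h passed for *ruvB* (-3.88) and *mutS* (-4.07) without axenic dark replicate 3 and for *radA* (-4.10) without axenic dark replicate 1.

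The paper gives *psbA*, *psbB*, *psaA* and *psaB* as rising in axenic cultures and not in cocultures. *psaA* rose in both (1.14 and 0.60), though not in cocultures in the fits over all libraries, and *psbB* did not pass in axenic cultures (0.15) except without L:D replicate 1 (0.33), whereas *psbA* and *psaB* passed in axenic cultures alone. In axenic cultures *psbA*, *psbB* and *psaB* also passed as rises at 40 h in the edgeR fit over all libraries (1.46, 1.39 and 1.41), *psbA* and *psbB* there without dark replicate 1 (0.88 and 0.89), and *psaB* at 48 h in that fit (1.48) and without dark replicate 2 (1.14). At 48 h *psbA* rose in both cultures (3.11 in axenic cultures and 2.94 in cocultures), and *psbB* rose in axenic cultures (0.77), though it did not pass by DESeq2 in either fit, with the replicate block or without any 1 of the libraries other than dark replicate 2. The difference between cultures passed for *psbA* by DESeq2 at the single time point (-0.65), by limma-voom (-0.60) and without axenic dark replicate 2 (-0.72), and for all 4 without axenic L:D replicate 1. The paper gives degradation and salvage genes as enriched in cocultures alone, and *gltB* and *lplA* rose in both cultures, whereas *apt* passed in cocultures alone, and *gltB* and *lplA* passed in neither culture in the fits over all libraries. The paper gives *gk* as unchanged, and it fell in cocultures (-0.65) but did not pass there by DESeq2 at the single time point, in the fits over all libraries or without L:D replicate 1 or 3 or dark replicate 2 or 3. The paper gives some nucleotide and amino acid pathways as depleted in axenic cells alone. In cocultures 5 of 8 genes of the isoleucine pathway fell, where axenic cultures had 6 of 8, and most genes of de novo pyrimidine synthesis fell in either culture. The wider nucleotide list, which the paper gives as depleted in both cultures, had 18 of 33 falls in cocultures and 19 of 36 in axenic cultures. It includes the ATP synthase genes *atpA* to *atpH*, which make up part of these falls. The fits over all libraries called 10 genes of that list lower in axenic cultures by either tool and 10 (edgeR) and 11 (DESeq2) in cocultures. The paper reports no enrichment of *hpf* in cocultures, and it rose there by 0.89 at 36 h and 0.82 at 40 h, with the interaction not passing. In both fits over all libraries *hpf* did not pass in cocultures at 36 or 40 h and passed in axenic cultures at 40 h, as it did by DESeq2 at that time point, and without axenic dark replicate 1 both that rise (2.34) and the interaction (-2.27) passed.

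The paper gives a phosphate and an iron transporter as enriched in axenic cells alone. *pstC* rose in axenic cultures at 36 h and in cocultures at 40 h, and of the iron genes PMN2A_0716 rose in both cultures and *afuA* in cocultures, while *pstC* and PMN2A_0716 passed in axenic cultures at 40 h in the fits over all libraries, with RLE size factors and without dark replicate 3, and *afuA* at 48 h in the fits over all libraries (4.70 by edgeR and 2.00 by DESeq2) and without dark replicate 2 (4.50). The phosphate-binding protein PMN2A_0441 passed in axenic cultures alone, with a difference that passed without axenic L:D replicate 1 (-0.69), and *afuA* passed in axenic cultures without dark replicate 1 (0.39). For *mqo* and for the efflux transporters PMN2A_1303 and PMN2A_1891 the calls matched the paper's description, with falls in axenic cultures and none called in cocultures, although the differences between cultures did not pass, apart from that of PMN2A_1891 by DESeq2 at the single time point, by limma-voom and without axenic L:D replicate 1 or axenic dark replicate 2. PMN2A_1755 (*oppC*), given as depleted in axenic cultures, was at -0.46 there at 36 h without passing in any setting run, fell in axenic cultures at 48 h, except without dark replicate 1, and fell in cocultures at 40 and 48 h. The paper gives *kefB* and *nhaP* as less enriched in cocultures than in axenic cells. At 36 h *nhaP* was at 0.88 in cocultures and 0.32 in axenic cultures, and *kefB* at 0.38 and 0.50, with no interaction passing. At 40 h *nhaP* was at 4.08 in axenic cultures and 0.99 in cocultures, a difference that passed without axenic dark replicate 1 (-3.72) or 3 (-3.73), and both genes passed in axenic cultures at 40 h in the fits over all libraries. The paper lists glycolysis among the functions periodic in coculture darkness alone, and none of the 7 genes of the list of lower glycolysis was, whereas genes of the Calvin cycle, glycogen, fatty acid synthesis and the photosystems were. *cbbA*, which the paper also counts in glycolysis, was periodic in coculture darkness alone but is in the Calvin cycle list here. The list of 7 therefore does not cover glycolysis as the paper counts it.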

Other observations

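The tests of simulated and redrawn counts were written before their results were seen. At 48 h a few transcripts held a large part of the reads in dark cultures. PMN2A_0944, annotated as a possible hemagglutinin-neuraminidase, was at 108600 ± 26680 CPM (SD, n = 3) in axenic darkness and 278 ± 102 on the L:D cycle, a log2 fold change of 8.61 (standard error 0.369, adjusted p = 1.9e-06), and at 142600 ± 11070 and 57.2 ± 4.38 CPM in cocultures, a change of 11.28 (standard error 0.238, adjusted p = 1.8e-10) from edgeR. The chaperone gene *clpB* rose by 7.50 to 43950 ± 17050 CPM in axenic cultures and by 7.62 to 23850 ± 3559 CPM in cocultures. In axenic cultures the diflavin flavoprotein genes PMN2A_1375 and PMN2A_1376, of a family known to reduce oxygen, rose by 6.17 and 6.01, and PMN2A_0417, a possible high light inducible gene, rose by 6.53 there and by 7.30 in cocultures. In cocultures PMN2A_0795, annotated as a possible regulator of the *copG* family, rose by 7.29 (928 ± 79.2 against 5.84 ± 0.762 CPM), while *proC*, which encodes the last enzyme of proline synthesis, was at -5.79, the ammonium transporter gene *amtB* at -4.33 (1140 ± 62.9 against 22910 ± 3333 CPM) and *ndhB*, of the NADH dehydrogenase complex, at -3.95, all called as falls. PMN2A_0417 did not pass in DESeq2 at the single time point. With 1 library left out of the edgeR fit, PMN2A_0417 and PMN2A_1375 did not pass without dark replicate 1 (adjusted p from 0.111 to 0.140).

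Among gene groups in cocultures at 48 h, all 3 clock genes fell, with *rpaA*, the response regulator of the clock output, at -3.53, *kaiB* at -3.80 and *kaiC* at -2.25. Of the cell division genes 1 of 7 rose and 6 fell, with *ftsZ*, which forms the division ring, at -2.65. Of cytochrome b6f and electron carriers 6 of 7 rose and 1 fell, of isoprenoid synthesis 6 of 7 rose and 1 fell, with *lytB* at 2.94, and of fatty acid synthesis 6 of 9 rose and 1 fell. Of cobalamin synthesis 2 of 17 rose and 9 fell, of aminoacyl-tRNA synthetases 10 of 19 rose and 7 fell and of the phosphate genes 5 of 8 rose and 0 fell (4 and 0 adjusted over the list alone). In the DESeq2 fit over all libraries 6 aminoacyl-tRNA synthetases rose and 4 fell, 0 genes of cobalamin synthesis and 1 of the phosphate genes rose, and 2 of fatty acid and 0 of isoprenoid synthesis fell, and in that of edgeR 4 aminoacyl-tRNA synthetases fell, 2 phosphate genes rose, and 0 of fatty acid and 0 of isoprenoid synthesis fell, while the other counts at 48 h stayed within 1.5 times in these fits. At 40 h in cocultures *rpaA* was already at -4.04, *ftsZ* at -2.75, the division-site gene *minD* at -2.66, *petH*, which encodes ferredoxin-NADP reductase, at -3.37 and *zwf*, of the oxidative pentose phosphate pathway, at -2.01, while *minC* rose by 1.38, *lytB* by 1.01, *accD*, which encodes an acetyl-CoA carboxylase subunit, by 1.02 and the polyphosphate genes *ppk* and *ppx* by 2.38 and 2.23. *minC* did not pass in the edgeR fit over all libraries (adjusted p = 0.174), and *accD* did not pass in the edgeR or the DESeq2 fit over all libraries (adjusted p from 0.160 to 0.304).

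At 36 h fewer members of these groups were called in cocultures. All 3 clock genes fell in axenic cultures (*kaiB* by 0.96, *kaiC* by 0.35 and *rpaA* by 0.31), and *kaiC* (-0.37) and *rpaA* (-0.41) in cocultures. Of the aminoacyl-tRNA synthetases 2 of 19 rose and 7 fell (2 and 6 adjusted over the list alone) in axenic cultures and 3 of 19 rose and 7 fell in cocultures, with *aspS* at -1.61 and -1.57 and *alaS* at 0.75 and 0.99. Of cobalamin synthesis 2 of 17 rose and 6 fell in axenic cultures and 1 of 17 rose and 7 fell in cocultures, with *cobW* at -0.74 and -0.97 and *cobO* at 1.17 in axenic cultures. Of cytochrome b6f and electron carriers 4 of 7 rose and 1 fell and 3 of 7 rose and 1 fell, with *petH* falling by 1.09 and 1.37, and of isoprenoid synthesis 4 of 7 rose and 1 fell in either culture. Of the cell division genes 1 of 7 rose and 2 fell in axenic cultures and 1 of 7 rose and 1 fell (0 and 1 adjusted over the list alone) in cocultures, where *ftsZ* was at -0.70, of fatty acid synthesis 3 of 9 rose and 2 fell and 2 of 9 rose and 4 fell, and of the phosphate genes 2 of 8 rose and 1 fell and 2 of 7 rose and 1 fell. In the fits over all libraries at most 2 members of any of these lists passed in a direction at 36 h, and among the genes named only *petH* in both cultures, *aspS* in axenic cultures and *alaS* in cocultures by edgeR, and *cobW* in axenic cultures by DESeq2. In edgeR fits that leave out a single library, *rpaA* and *kaiC* in axenic cultures at 36 h did not pass without L:D replicate 2 or 3 or dark replicate 2 (adjusted p from 0.106 to 0.216), *rpaA* in cocultures at 36 h did not pass without L:D replicate 2 or 3 or dark replicate 2 or 3 (adjusted p from 0.114 to 0.224), and *kaiC* in cocultures at 36 h did not pass without L:D replicate 3 (adjusted p = 0.115).

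In *Alteromonas* at 36 h, of 19 genes with an annotation of iron uptake 5 rose and 5 fell (5 and 7 adjusted over the list alone), and of the chaperones 4 of 12 rose and 1 fell.

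In the fits over all libraries more transcripts were called in axenic cultures than in cocultures at 40 h (1154 against 646 by DESeq2) and 48 h, whereas edgeR at each time point called fewer. A candidate explanation is that a single spread per transcript is shared by groups whose spreads differ. In counts simulated with no transcript changed between dark and L:D cultures and with the spread of each group, the DESeq2 fit over all libraries called 56.8% of 2190 axenic transcripts at 40 h and 52.8% at 48 h, and the edgeR fit over all libraries 54.4% and 43% of 2175. Over the coculture libraries these fits called at most 2 transcripts, and edgeR at the single time point called 0 of 1754 axenic transcripts at 40 h and 0 of 1834 at 48 h. The median spread was 5.52 in axenic darkness and 0.474 on the axenic L:D cycle at 40 h. The values needed by the explanation were thus present, and real differences between the cultures are not excluded by it.

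A hypothesis that the 100 transcripts present in all 18 libraries of both cultures at 72, 96 and 144 h were those left by chance draws from the dark profile of 48 h, at the depth of each library, was tested with 20 sets of draws. They gave a median of 571 transcripts (range 557 to 589), and 248.5 (range 239 to 271) when *rnpB* and its reads were left out. By culture the medians were 991.5 axenic and 690.5 coculture transcripts, and 922.5 and 265 without *rnpB*, where 179 and 190 were found. In cocultures the draws argue against depth alone, while the reads taken by *rnpB* stay open. Axenic dark replicates at 48 h were far apart (mean Spearman correlation 0.677). Draws from the profile of 48 h do not carry this spread, so the axenic draws cannot decide.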
